# The EZH2-H3K27me3 axis modulates aberrant transcription and apoptosis in cyclophosphamide-induced ovarian granulosa cell injury

**DOI:** 10.1038/s41420-023-01705-6

**Published:** 2023-11-14

**Authors:** Yingyan Chen, Leilei Ai, Yingyi Zhang, Xiang Li, Shiqian Xu, Weijie Yang, Jiamin Jin, Yerong Ma, Zhanhong Hu, Yinli Zhang, Yan Rong, Songying Zhang

**Keywords:** Gene silencing, Apoptosis

## Abstract

Chemotherapy-induced ovarian damage and infertility are significant concerns for women of childbearing age with cancer; however, the underlying mechanisms are still not fully understood. Our study has revealed a close association between epigenetic regulation and cyclophosphamide (CTX)-induced ovarian damage. Specifically, CTX and its active metabolite 4-hydroperoxy cyclophosphamide (4-HC) were found to increase the apoptosis of granulosa cells (GCs) by reducing EZH2 and H3K27me3 levels, both in vivo and in vitro. Furthermore, RNA-seq and CUT&Tag analyses revealed that the loss of H3K27me3 peaks on promoters led to the overactivation of genes associated with transcriptional regulation and apoptosis, indicating that stable H3K27me3 status could help to provide a safeguard against CTX-induced ovarian damage. Administration of the H3K27me3-demethylase inhibitor, GSK-J4, prior to CTX treatment could partially mitigate GC apoptosis by reversing the reduction of H3K27me3 and the aberrant upregulation of specific genes involved in transcriptional regulation and apoptosis. GSK-J4 could thus potentially be a protective agent for female fertility when undergoing chemotherapy. The results provide new insights into the mechanisms for chemotherapy injury and future clinical interventions for fertility preservation.

## Introduction

Over the last two decades there have been significant advances in the development of early diagnosis methods and regular treatments for cancers, and consequently, the long-term survival rates of patients with malignant tumors have greatly increased [1]. Current conventional oncotherapies include surgery, radiotherapy and chemotherapy. All of these therapies, however, will inevitably impair the reproductive system and fertility of the patients [2]. There is thus a need for fertility protection and preservation strategies, especially for children, adolescents, and young female patients. Clinical treatments to preserve female fertility include adjuvant medicine, assisted reproduction technologies for oocyte, embryo, ovarian cortex cryopreservation, and the emerging stem cell therapies [3, 4]. However, the effectiveness of the above strategies and subsequent pregnancy rates are not satisfactory. Exploring the mechanisms of ovarian damage in relation to oncotherapy may shed light on new protective strategies for ovarian function.

Different chemotherapeutic agents cause varying degrees of ovarian damage with diverse mechanisms [3, 5]. Multiple studies have confirmed that alkylating agents are more detrimental to ovarian follicles than other chemotherapeutic agents, and they are most likely to cause premature ovarian failure (POF) [5]. Cyclophosphamide (CTX) is one of the most widely used alkylating agents in the treatment of various cancers and autoimmune diseases, as well as for immunosuppression after blood and marrow transplantations [6]. As the active metabolite of CTX in vivo, phosphoramide mustard induces inter- and intra-strand DNA crosslinks, followed by the generation of double strand breaks (DSBs), the most serious form of DNA damage. Under this circumstance, DNA damage checkpoints are activated to maintain genome integrity with cell cycle arrest and activation of DNA-repair mechanisms, leading to apoptosis and cell death if the DSBs are not repaired [6, 7]. Great efforts have been made to develop new agents with therapeutic potential to preserve ovarian function against chemotherapy through a variety of mechanisms [3, 8–13].

The long-term effects of CTX and other chemotherapeutic agents on female fertility are noted by the reduction of primordial follicles and ovarian hormones, and the increase of follicular atresia, while the short-term effects of CTX on growing follicles is much less concentrated. Granulosa cells (GCs), one of the major groups of cells in the ovaries, are closely involved in hormone synthesis, follicle development and ovulation. GCs in growing follicles are characterized by rapid proliferation, similar to that of cancer cells and they are highly sensitive to chemotherapeutic drugs. CTX was shown to induce GCs apoptosis in growing follicles by activating mitochondria-dependent apoptosis pathway [13]. Thus, how to alleviate the short-term injury before fixing the long-term damage of CTX on GCs is of great interest.

Epigenetic modifications (including DNA/RNA modifications and histone modifications) can cause reversible and heritable changes to specific genes without changing their sequences [14]. Previous studies have found that histone modification enzymes and relevant histone modifications change dynamically in GCs at different developmental stages [15–17]. Histone modifications and chromatin remodeling regulate the expression of several luteinization-related genes, such as steroidogenic acute regulatory protein (*StAR*), cytochrome P450 family 19 subfamily a polypeptide 1 (*Cyp19a1*), and family 11 subfamily a polypeptide 1 (*Cyp11a1*), which in turn regulate hormone synthesis [16, 17], indicating that histone modifications are closely involved in the regulating the functions of GCs. To date, numerous studies have reported on DNA damage and concomitant ovarian damage caused by chemotherapy, but whether epigenetic modifications participate in the regulation of gene expression after chemotherapy has not been widely investigated. Our previous research has shown that the long-term side effects of CTX caused alterations in DNA methylation and histone modifications in oocytes, followed by the transcriptional suppression of multiple maternal genes [18]. Another experimental study also found that maternal exposure to CTX altered the DNA methylation of specific imprinted genes in the oocytes of offspring [19]. These studies indicate that CTX may exert its toxicity not only by directly inducing DNA damage, but also by modifying epigenetic modifications and gene expression.

Tri-methylation of histone H3 lysine 27 (H3K27me3), whose stability is maintained by the balance between the methyltransferases EZH1/2 (enhancer of zeste homolog 1/2), and the lysine-specific demethylase 6A/B (KDM6A/B, also known as UTX/JMJD3), is closely related to transcriptional inhibition and plays an important role in regulating gene expression, balancing cell proliferation and differentiation [20]. In multiple human cancer cells, the inhibition of EZH2 promotes the apoptosis induced by DNA-damaging agents by abrogating both G1 and G2/M checkpoints and cell cycle arrest [21]. However, whether H3K27me3 is involved in CTX-induced ovarian damage, especially in GCs, requires further research.

In this study, we examined the levels of EZH2 protein and H3K27me3 shortly after CTX or its active metabolite 4-hydroperoxy cyclophosphamide (4-HC) treatment to investigate the role of EZH2 and H3K27me3 in CTX-induced GCs apoptosis. Thus, we attempted to elucidate the underlying mechanisms involved in this process and to find future clinical interventions for fertility preservation.

## Results

### Acute exposure to CTX induced DNA damage and apoptosis in GCs of growing follicles

To investigate the effects of CTX on the ovaries, 3-week-old ICR females were used to establish animal models, which were similar to adolescent humans and more vulnerable to chemotherapeutics with less aging-related follicular atresia. The DNA damage caused by ionizing radiation or alkylating agents results in the phosphorylation of histone H2AX on serine residue 139 (γH2AX) at the damage sites [22]. If the DSBs are not repaired, further apoptosis would be mediated by cleaved caspase-3 (CC3) [23]. Poly ADP-ribose polymerase (PARP) can be cleaved by caspase-3, resulting in the separation of its N-terminal DNA-binding domain (24 kDa) and C-terminal catalytic domain (also known as cleaved-PARP or cPARP, 89 kDa) [24]. During the late stages of apoptosis, fractured DNA could be labeled and visualized by end-deoxynucleotide transferase catalyzed dUTP end-labeling (TUNEL) reactions. Thus, they can be used as ovarian damage markers. Within 24 h after CTX treatment, there was no significant change in ovary weight (Fig. S1A), but the levels of γH2AX and the ratio of cPARP to PARP protein, as indicators of DNA damage and apoptosis, were evidently increased, especially after 6 h (Fig. 1A). Thus, ovaries collected 6 and 24 h after CTX treatment were selected for further experiments. Compared to the untreated ovaries, the GCs in the rapidly-growing antral follicles after CTX treatment were arranged in a disordered manner with a decreased number of cellular layers morphologically, and there were signs of early apoptotic changes such as nuclear condensation and fragmentation in the ovarian sections under the light microscope (Fig. 1B); this was consistent with the previous research that proliferative cells are more sensitive to CTX [25]. The CTX treatment also caused significant increases in the proportion of TUNEL, γH2AX, and CC3-positive follicles at 6 and 24 h (Fig. 1C, D). However, the proliferative capacity of the surviving GCs was not obviously changed, as indicated by the Ki-67 immunofluorescence (Fig. S1B, C); this could be explained by the short treatment time. Ovulation was activated by the injection of hCG 44 h after a PMSG injection and the ovulated oocytes were collected 16 h after hCG injection. The CTX treatment caused a remarkable decrease in ovulation (Fig. 1E), which was due to the damaged GCs. However, there was no notable influence on the polar body emissions and meiotic spindle configurations of the oocytes (Fig. 1F, G), indicating that ovulation, instead of oocyte meiosis, was seriously impaired after acute exposure to CTX.

**Fig. 1:**
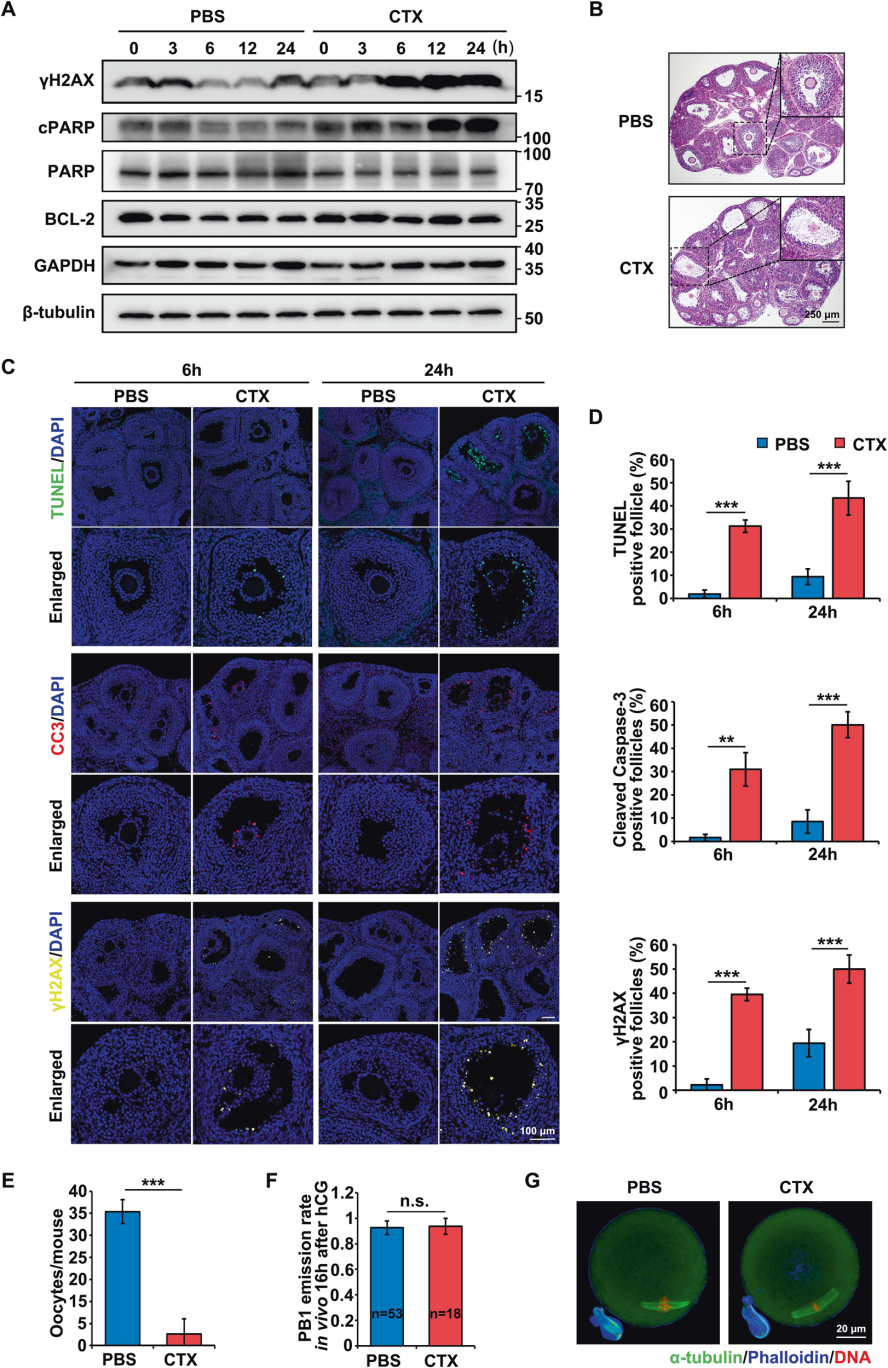
CTX-induced DNA damage and apoptosis in the GCs of growing follicles. **A** Western blot results of γH2AX, cPARP, PARP, and BCL-2 levels of the ovaries from mice treated with or without CTX. GAPDH and β-tubulin were blotted as loading controls. *N* = 6 mice per time point for each group. **B** Hematoxylin and eosin (H&E) staining of ovary sections 24 h after i.p. injection of PBS or CTX. Scale bar, 250 μm. **C** Immunofluorescence staining of ovaries collected at 6 and 24 h after the i.p. injection of PBS or CTX. TUNEL was probed with Alexa Fluor 488 (green). Rabbit monoclonal antibodies CC3 and γH2AX were detected using anti-rabbit IgG (red and yellow, respectively). Cell nuclei were labeled with DAPI (blue). Scale bar, 100 μm; *N* = 6 ovaries from different mice per time point for each group. **D** Quantitative plots for TUNEL, CC3, and γH2AX-positive follicles/total follicles. **E** The number of oocytes collected from the oviducts of the mice with or without CTX treatment after hCG injection. *N* = 8 mice for each group. **F** PB1 emission rates of oocytes collected from the oviducts of mice in vivo 16 h after ovulation induction. The number of analyzed oocytes is indicated (*n*). **G** Immunofluorescent staining for α-tubulin (green), phalloidin (blue), and DNA (red) of the oocytes collected from the oviducts of mice in vivo 16 h after ovulation induction. Scale bar, 20 μm. Data are the mean ± SD of at least three independent experiments. Statistical analyses were carried out using a two-tailed Student’s *t*-test; n.s. non-significant; **P < 0.01; and ***P < 0.001.

The GCs, regulated by the hypothalamic-pituitary-ovarian axis, produce hormones that are crucial for the growth of ovarian follicles and ovulation [26, 27]. This study has thus focused on GCs to help elucidate the mechanism by which CTX impairs ovarian functions and tried to explore new methods for preserving ovarian functions.

### CTX-induced reduction of H3K27me3 and EZH2 associated with GC apoptosis

The H3K27me3 was found to decrease gradually after CTX treatment and no significant changes were detected in the other histone modifications, such as mono-ubiquitination of histone H2A lysine 119 (H2AK119ub1), tri-methylation of histone H3 lysine 4 (H3K4me3), and tri-methylation of histone H3 lysine 9 (H3K9me3) (Fig. 2A). Further immunofluorescence experiments showed that the fluorescence signals of H3K27me3 were dramatically decreased in apoptotic GCs, as was indicated by the TUNEL staining (Fig. 2B). Meanwhile, the fluorescence signals of H3K9me3 in apoptotic GCs were not altered (Fig. 2C), which further confirmed that the H3K27me3 levels were specifically decreased in the GCs after CTX treatment. Therefore, the influence of CTX on the histone methyltransferase responsible for H3K27me3 was investigated further. The results identified that EZH2, which was the catalytic core of the polycomb repressive complex 2 (PRC2) to generate H3K27me3, also decreased gradually after CTX treatment, which was similar to the changes in H3K27me3 (Fig. 2A, D), while another PRC2 component SUZ12 showed no significant changes (Fig. 2A). Overall, these results suggested that the decrease of H3K27me3 may result from EZH2 reduction after CTX treatment.

**Fig. 2:**
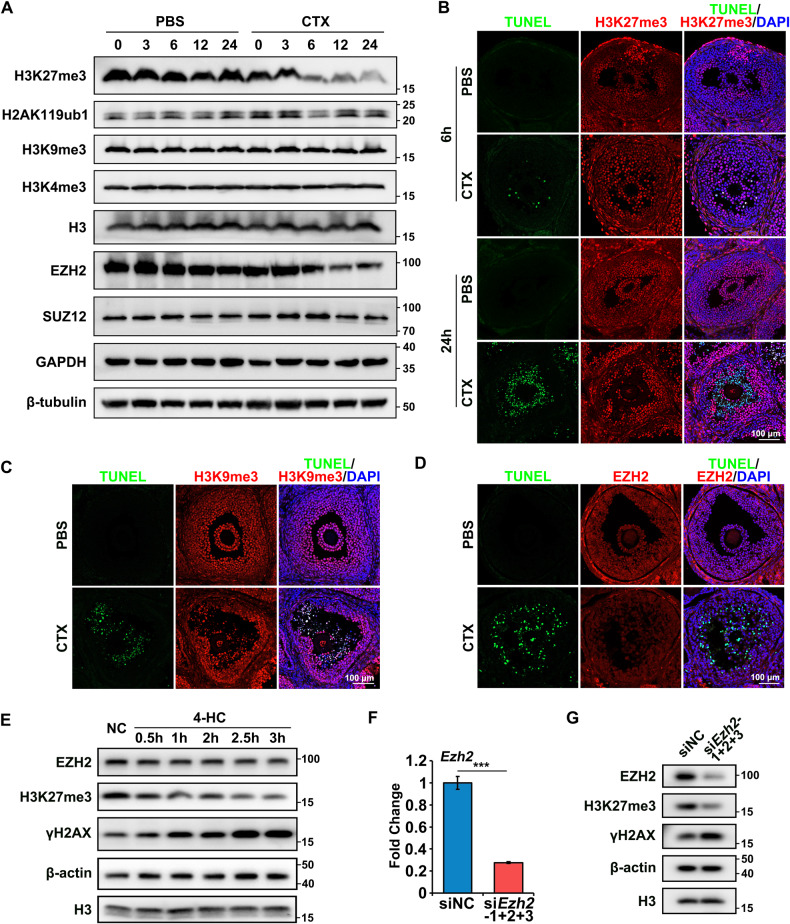
CTX specifically induced the decline of EZH2 and H3K27me3 in GCs. **A** Western blot results of the H3K27me3, H2AK119ub1, H3K9me3, H3K4me3, EZH2, and SUZ12 levels in the PBS and CTX groups. H3, GAPDH, and β-tubulin were blotted as loading controls. *N* = 6 mice per time point for each group. **B**–**D** Immunofluorescence staining of the ovaries collected 6 and 24 h after the i.p. injection of PBS or CTX. Rabbit monoclonal antibodies H3K27me3 (**B**), H3K9me3 (**C**), and EZH2 (**D**) were detected using anti-rabbit IgG (red). TUNEL was probed with Alexa Fluor 488 (green). Cell nuclei were labeled with DAPI (blue). Scale bar, 100 μm. *N* = 6 ovaries from different mice per time point for each group. **E** Western blot results for EZH2, H3K27me3, and γH2AX levels in the negative control (NC) and 4-HC treatment groups. β-actin and H3 were blotted as loading controls. **F** Quantitative expression of *Ezh2* in the siNC and si*Ezh2*-1 + 2 + 3 groups. **G** Western blot results of EZH2, H3K27me3, and γH2AX levels in the siNC and si*Ezh2*-1 + 2 + 3 groups. β-actin and H3 were blotted as loading controls. Data are the mean ± SD of at least three independent experiments. Statistical analyses were carried out using a two-tailed Student’s *t*-test; ***P < 0.001.

To further verify the influence of CTX on H3K27me3 and EZH2, an active metabolite form of CTX 4-HC [28] was applied to primary GCs in vitro. H3K27me3 and EZH2 were decreased in primary GCs with the extending 4-HC incubation time, while the γH2AX levels were evidently increased (Fig. 2E), resembling the pharmacological effects of the CTX treatment in vivo. To confirm whether the level of H3K27me3 was related to apoptosis, siRNAs were used to knock down the expression of *Ezh2* in primary GCs. The expression of *Ezh2* mRNA decreased by approximately 70% (Fig. 2F) and the EZH2 protein decreased (Fig. 2G) after application of the si*Ezh2* for 48 h. A knockdown of *Ezh2* led to decreased H3K27me3 and stimulated apoptosis as the γH2AX level was evidently increased (Fig. 2G), which was consistent with the in vivo results. Overall, the CTX treatment reduced the level of EZH2 and H3K27me3, which were closely related to apoptosis in GCs.

### Transcriptional overactivation of transcription- and apoptosis-related genes induced by CTX

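GCs for RNA-seq came from mice that were 3 weeks old and had received 5 IU of PMSG 22 h before treatment. The mice were given PBS or 120 mg/kg CTX, and GCs were collected 6 h later. Each group had 3 samples, and each sample held the GCs of 3 mice. The authors deposited FPKM values (fragments per kilobase of gene, scaled to depth) for 54532 genes, with Ensembl identifiers and GRCm38 coordinates. The paper's text does not name the aligner or the counting tool used for RNA-seq, and does not say which test called the DEGs. Multiplied by gene length, 100% of the FPKM values above 0 were whole multiples of 1 read, so the reads behind each value could be rebuilt. The rebuilt reads on genes came to 17637451, 17790353 and 16005869 in PBS replicates 1, 2 and 3. They came to 18455011, 17841704 and 17727770 in CTX replicates 1, 2 and 3. The FPKM values already carried a scaling between samples by the authors, with factors from 0.922 to 1.04. At this depth, 3 reads on a gene of 1 kb corresponded to between 0.164 and 0.185 FPKM. The 10 genes with the most reads took from 6.44% to 7.01% of each sample. In the reported fit, genes with a mean FPKM of at least 0.5 were tested, which left 14463 genes. Their log2(FPKM + 0.1) values were compared between CTX and PBS with limma, and p-values were adjusted by the Benjamini-Hochberg method. A log2 fold change on this scale understates the change of low genes. DEGs were genes with an adjusted p-value below 0.05 and a change of more than 2-fold, the threshold given in the Methods. Replicates differed by more than sampling noise, with a mean chi-square per gene of 4.29 to 7.20 between PBS replicates and 17.1 to 81.0 between CTX replicates. In a principal component analysis, PC1 held 46.8% of the variance. CTX replicate 2 lay at 74.7 on it, and the other 5 samples lay between -26.6 and 13.2.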

Given that the apoptosis of CTX-treated GCs was possibly related to alternations in the gene expression and signaling pathways, RNA-seq analyses of the GCs from the CTX-treated and control groups (*N* = 3, respectively) were performed 6 h after CTX treatment. The global transcriptional changes across the groups (PBS *v.s*. CTX) were presented using a volcano plot and hierarchical clustering. 

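Among the genes tested, 139 were DEGs, with 116 upregulated and 23 downregulated after CTX treatment. In all 139 DEGs, the 3 CTX samples lay on one side of the 3 PBS samples. Such a separation was seen in 4217 genes (29.2%), where chance gives 10%. The number of DEGs moved most when limma's arrayWeights replaced equal weights of the samples, which gave 657. The authors' deposited table of their own comparison has 311 genes past the same threshold, 249 higher and 62 lower. Of the genes called here, 115 of the 116 upregulated and 12 of the 23 downregulated were also past the threshold in the authors' deposited table. On the log2(FPKM + 0.1) scale, the largest rise was that of *Gdf15* (chromosome 8, 70629393 to 70632456), from 0.662 ± 0.102 to 17.7 ± 5.64 FPKM (mean ± SD, n = 3). Its log2 fold change was 4.50 (standard error 0.26, adjusted p = 1.2e-03 from limma with Benjamini-Hochberg adjustment). *Pmaip1*, *Phlda3*, *Inka2* and *Svop* followed, with log2 fold changes of 3.99, 3.67, 3.39 and 3.39. *Svop* had 0, 4 and 1 reads in the PBS samples, and its call was lost in 5 of the 6 fits that left out a sample. The largest fall on this scale was that of *Sult1e1* (chromosome 5, 87575969 to 87591594), which had 50, 136 and 64 reads after PBS and 3, 0 and 0 reads after CTX. Its level was at least 28.2-fold lower after CTX treatment. Its log2 fold change was -4.77 (standard error 0.51, adjusted p = 9.9e-03 from limma with Benjamini-Hochberg adjustment), and the call was lost in 4 of the 6 fits that left out a sample. The next 4 falls, *Mir7049*, *Mir7054*, *Gm23689* and *Gm25220*, were short RNA genes with at most 5 reads in any sample. In all, 9 of the 23 downregulated DEGs and 0 of the 116 upregulated DEGs had at most 10 reads in every sample.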

In total, 590 differentially expressed genes (DEGs) were identified, of which 406 (68.81%) were upregulated and 184 (31.19%) were downregulated after CTX treatment (Fig. 3A, B). 

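Upregulated genes made up 83.5% of the DEGs (116 of 139, Wilson 95% confidence interval 76.4% to 88.7%). The interval covers counting error only, since genes are not independent replicates. The share moved most under arrayWeights, to 55.7%. Among all genes tested, CTX samples lay above all PBS samples in 2175 genes (15.0%) and below them in 2042 genes (14.1%), where chance gives 5% on each side. The median log2 fold change of the tested genes was -0.01. The authors' scaling centres the genes near 0, so this balance cannot show whether expression rose in general.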

Consistent with the previously verified CTX-induced reduction of H3K27me3, the epigenetic modifications associated with inactive transcription, the CTX treatment was more effective at upregulating gene expression. 

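The deposited annotation assigns 864 of the tested genes (5.97%) to a transcription factor family. Among the 116 upregulated genes, 25 (21.6%) had such an assignment, an odds ratio of 4.42 (two-sided Fisher's exact test, p = 1.6e-08). Under arrayWeights, the setting that lowered it most, the odds ratio was 1.80. Without the genes of an immediate-early list, a choice made after the values were seen, it was 2.14 (two-sided Fisher's exact test, p = 0.025). Of 63 families, the basic leucine zipper family had 9 of its 38 tested genes upregulated (Fisher's exact test, p = 1.3e-11, Benjamini-Hochberg adjusted p = 8.5e-10). The NGFIB-like family had 2 of 2 (Fisher's exact test, p = 6.4e-05, adjusted p = 2.0e-03). The C2H2 zinc-finger family, which includes *Egr4* and *Klf4*, had 9 of 408 (Fisher's exact test, p = 5.5e-03, adjusted p = 0.116). GO terms were not analysed here, and Reactome sets were used in their place. Of the upregulated genes, 41 belonged to a Reactome set, against 4285 of the tested genes. One-sided Fisher's exact tests of 808 sets gave 9 with an adjusted p-value below 0.05 and 100 with an unadjusted one. The lowest p-value was that of Fc epsilon receptor signaling, with 7 of 115 genes upregulated (Fisher's exact test, p = 8.8e-05, adjusted p = 0.046). Cellular senescence had 6 of 103 (Fisher's exact test, p = 3.8e-04, adjusted p = 0.046), and the other 7 sets were Toll-like receptor cascades with 5 upregulated genes each. Every one of these cascades had 64 or 71 tested genes and an adjusted p of 0.046 from Fisher's exact test. Overlap between sets was not examined, so the 9 sets cannot be counted as 9 separate signals. Generic transcription had 5 of 152 (Fisher's exact test, p = 0.014, adjusted p = 0.196). Apoptosis had 4 of 127 (Fisher's exact test, p = 0.032, adjusted p = 0.308). The number of sets past the adjusted threshold ranged from 0 to 37 when each sample was left out in turn.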

Gene ontology (GO) analysis of the genes that were upregulated by CTX treatment indicated that these genes were mainly related to transcriptional regulation, apoptosis, negative regulation of cell proliferation, and some other pathways (Fig. 3C). Gene set enrichment analysis (GSEA) also indicated that the upregulated genes were closely related to apoptosis and the p53 pathway (Fig. 3D). 

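A list of 44 p53 target genes, written before the data were examined, had 42 members among the tested genes. Their mean log2 fold change was 1.42, and 39 of the 42 were higher after CTX treatment. In 35 of them every CTX sample lay above every PBS sample, where chance gives 5%. The difference from the other genes had an adjusted p = 1.4e-33 over 15 lists in limma's camera test (inter-gene correlation 0.01). That value rests on the preset correlation. With the correlation estimated from the samples, the unadjusted camera p was 6.6e-03. The mean moved most with pseudocount 1, to 1.17. Of the list, 22 genes were DEGs, or 25 when p-values were adjusted over the list alone. Without *Cdkn1a*, *Ccng1*, *Fas*, *Eda2r* and *Btg2*, the mean was 1.27. The Reactome apoptosis set had 157 members, of which 127 were tested. Their mean log2 fold change was 0.12, with 53 higher and 74 lower after CTX treatment (limma's camera, adjusted p = 0.277 over the same 15 lists). A preranked test with fgsea, which weighs the strongest genes of a set, gave it a normalized enrichment score of 1.65 (unadjusted p = 1.4e-03, from permuting genes and not samples). The same test gave the p53 list a score of 3.30. From its GO analysis and GSEA, the paper states that the genes raised by CTX treatment relate to transcriptional regulation, apoptosis and the p53 pathway.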

Further RT-qPCR was conducted to confirm the CTX-induced upregulation of these genes. A number of the upregulated genes were involved in pathways such as apoptosis (*Cdkn1a*, *Eda2r*, and *Fas*), DNA damage (*Ccng1* and *Gadd45g*), and transcription (*Egr4*, *Klf4*, and *Btg2*). Furthermore, the increase in these genes was more apparent with time (Fig. 3E), which may account for the increased apoptosis and altered gene expression in the GCs after CTX treatment.

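In the RNA-seq data, all 3 CTX samples lay above all 3 PBS samples for each of these 8 genes (two-sided exact permutation test, p = 0.10, the smallest that 3 samples against 3 allow). *Cdkn1a* (chromosome 17, 29090976 to 29100727, GRCm38) rose from 9.06 ± 0.319 to 58.6 ± 13.8 FPKM (mean ± SD, n = 3). Its log2 fold change was 2.65 (standard error 0.18, adjusted p = 1.9e-03 from limma with Benjamini-Hochberg adjustment). *Eda2r* (chromosome X, 97333840 to 97377216) rose from 1.26 ± 0.0699 to 12.3 ± 2.00 FPKM, a log2 fold change of 3.18. *Ccng1* (chromosome 11, 40748552 to 40755311) rose from 18.7 ± 0.308 to 86.3 ± 15.4 FPKM, a log2 fold change of 2.18. *Gadd45g* (chromosome 13, 51846678 to 51848468) rose from 20.9 ± 1.76 to 56.6 ± 8.64 FPKM, a log2 fold change of 1.43. *Klf4* (chromosome 4, 55527143 to 55532466) rose from 2.31 ± 0.0767 to 22.7 ± 5.49 FPKM, a log2 fold change of 3.21. *Btg2* (chromosome 1, 134075170 to 134079120) rose from 50.8 ± 3.75 to 222 ± 37.3 FPKM, a log2 fold change of 2.12. The adjusted p-values of *Eda2r*, *Ccng1*, *Gadd45g*, *Klf4* and *Btg2* were 7.9e-04, 1.3e-03, 4.3e-03, 8.6e-04 and 1.3e-03 in the same limma fit with Benjamini-Hochberg adjustment. *Egr4* (chromosome 6, 85511121 to 85513589), a gene of 2 exons, rose from 0.474 ± 0.104 FPKM (mean ± SD) to a mean of 3.82 FPKM, with 80, 161 and 199 reads in the CTX samples. Its log2 fold change was 2.69 (standard error 0.36, adjusted p = 0.022 from limma with Benjamini-Hochberg adjustment), and the call was lost in 4 of the 6 fits that left out a sample. *Fas* (chromosome 19, 34290659 to 34327770) had 8, 8 and 1 reads in the PBS samples and 46, 31 and 46 in the CTX samples. It rose from 0.175 ± 0.122 to 1.27 ± 0.258 FPKM, with a log2 fold change of 2.42 (standard error 0.47, adjusted p = 0.072 from limma with Benjamini-Hochberg adjustment), and was not a DEG here. It was past the threshold with quantile normalization (adjusted p = 0.017) and with arrayWeights (adjusted p = 1.7e-03), both in limma with Benjamini-Hochberg adjustment. In the authors' deposited table, the adjusted p-value of *Fas* is 1.1e-04.

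**Figure D1:**
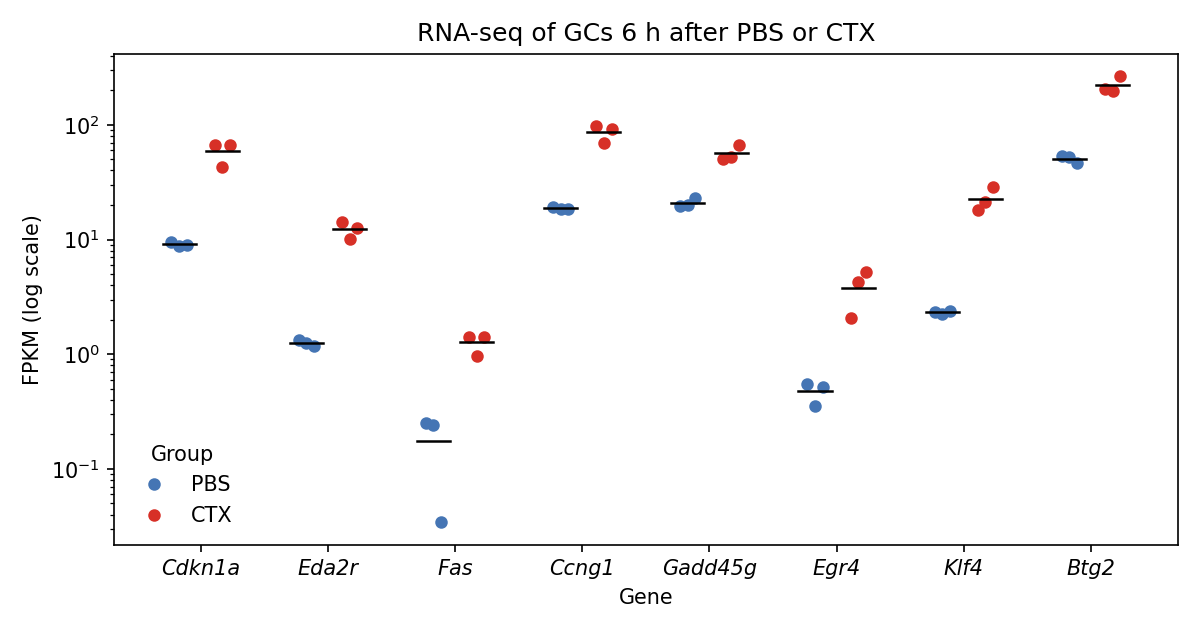
FPKM (log scale) of the 8 genes in the 3 PBS samples (blue) and the 3 CTX samples (red). Each point is a sample and each line the group mean, and the CTX points lie above the PBS points for every gene.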

**Fig. 3:**
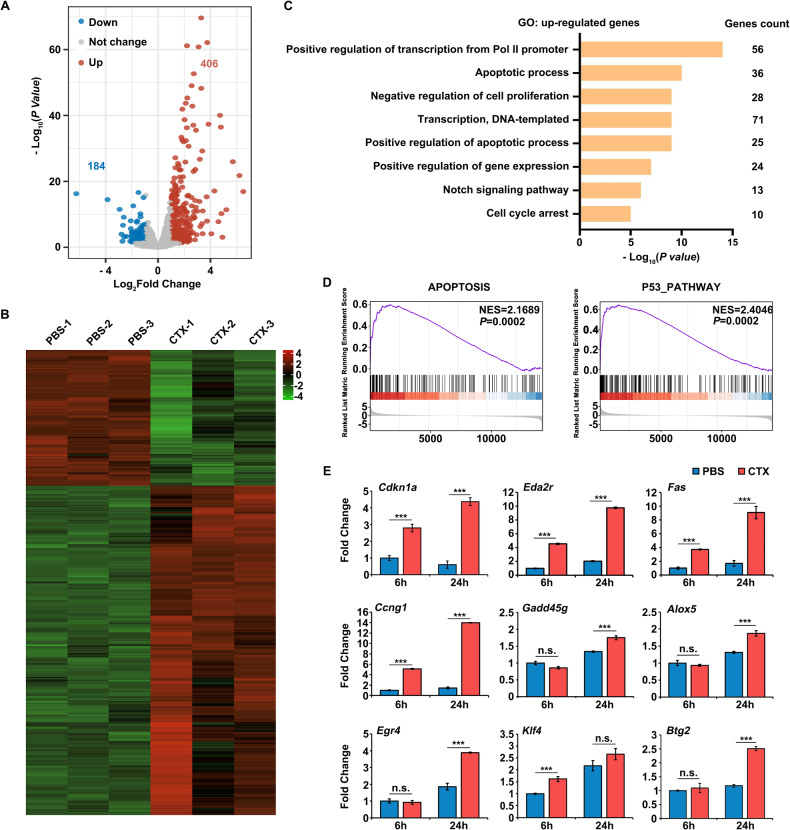
RNA sequencing analyses of GCs isolated from the ovaries of mice treated with or without CTX for 6 h. **A** Volcano plot comparing the transcripts of the GCs isolated from the ovaries of mice treated with or without CTX for 6 h. Transcripts that increased or decreased by more than 2-fold in the GCs isolated from the ovaries of mice treated with CTX were highlighted in red or blue, respectively. GCs isolated from 3 mice were pooled. *N* = 3 biological replicates. **B** Heatmap of differentially expressed genes in the GCs isolated from the ovaries of mice treated with or without CTX for 6 h sorted by adjusted *P* value by plotting their log_2_ transformed expression values in replicates. **C,** **D** GO (**C**) and GSEA (**D**) analysis of significantly enriched pathways in the upregulated gene sets of GCs isolated from the ovaries of mice treated with CTX. **E** Relative expression of cyclin-dependent kinase inhibitor 1A (*Cdkn1a*, also known as *p21*), ectodysplasin A2 receptor (*Eda2r*), TNF receptor superfamily member 6/Fas cell surface death receptor (*Fas*), cyclin G1 (*Ccng1*), growth arrest and DNA-damage-inducible 45 gamma (*Gadd45g*), arachidonate 5-lipoxygenase (*Alox5*), early growth response 4 (*Egr4*), Kruppel-like transcription factor 4 (*Klf4*), and BTG anti-proliferation factor 2 (*Btg2*) mRNA levels by RT-qPCR in the GCs isolated from the ovaries of mice treated with or without CTX. *N* = 6 mice per time point for each group. Data are the mean ± SD of at least three independent experiments. Statistical analyses were carried out using two-tailed Student’s *t*-test; n.s. non-significant; ***P < 0.001.

### Reduced H3K27me3 peaks on upregulated genes induced by CTX treatment

To determine whether the upregulation of selected genes induced by CTX treatment were associated with loss of H3K27me3 on specific gene regions, an anti-H3K27me3 CUT&Tag experiment was performed [29] using GCs under the same condition with the RNA-seq experiments. Principal-component analysis (PCA) on targeted H3K27me3 peaks showed that the CTX-treated groups were readily separated from the control groups with a high consistency in each group (Fig. 4A). The proportion of H3K27me3 peaks in the promoter region showed the most obvious reduction in the GCs after CTX treatment (29.11% *v.s*. 24.90%) (Fig. 4B, C).

**Fig. 4:**
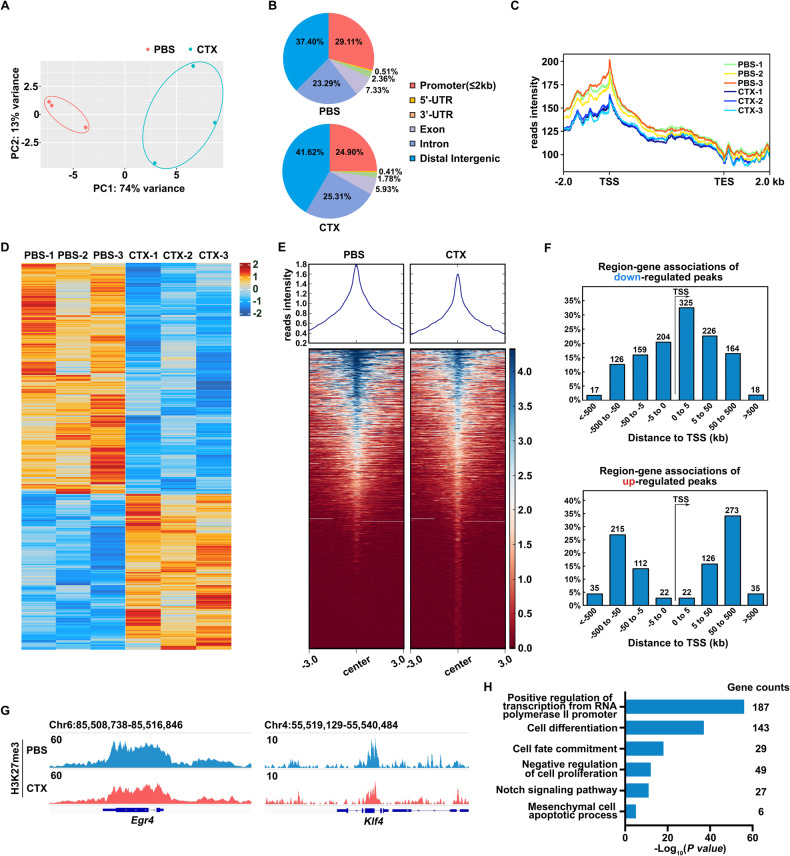
Anti-H3K27me3 CUT&Tag assay of GCs isolated from the ovaries of mice treated with or without CTX for 6 h. **A** PCA analysis of the targeted H3K27me3 peaks of the GCs isolated from the ovaries of mice treated with or without CTX for 6 h. GCs isolated from 3 mice were pooled. *N* = 3 biological replicates. **B** Distribution of H3K27me3 peaks on the functional regions of genes. **C** Metaplot showing H3K27me3 enrichment with 2 kb upstream and downstream of the gene body in the GCs isolated from the ovaries of mice treated with or without CTX. **D** Heatmap showing the genes with significantly low or high H3K27me3 peaks in the GCs isolated from the ovaries of mice treated with or without CTX. **E** Metaplot and heatmap showing H3K27me3 enrichment of individual genes in GCs isolated from the ovaries of mice treated with or without CTX. **F** Distribution of significantly downregulated (top) and upregulated (bottom) H3K27me3 peaks relative to the TSS sites. **G** Genome browser view showing H3K27me3 enrichment near *Egr4* and *Klf4* in GCs isolated from the ovaries of mice treated with or without CTX. **H** GO analysis of significantly enriched pathways in the gene sets mapped to the downregulated H3K27me3 peaks in GCs isolated from the ovaries of mice treated with CTX.

Of the 1650 genes with noticeable altered H3K27me3 peaks after CTX treatment, 971 (58.84%) had lower and 679 (41.16%) had higher H3K27me3 peaks (Fig. 4D). In both groups, the H3K27me3 peaks were mainly distributed around the transcriptional start site (TSS) (Fig. 4C, E), indicating its function of regulating gene expression, as reported in previous studies [20]. As the reduction of H3K27me3 has been previously confirmed (Fig. 2A), overall H3K27me3 peaks were lower than that of the control group after CTX treatment (Fig. 4C, E). Those regions with downregulated H3K27me3 peaks were also enriched around the TSS (Fig. 4F, top), and those regions with upregulated H3K27me3 peaks excluded TSS (Fig. 4F, bottom), suggesting that downregulated H3K27me3 around the promoters participated in CTX-induced gene regulation.

Among the H3K27me3-marked genes activated by CTX treatment, *Egr4* and *Klf4* were both transcription factors extensively studied in cancers. Early growth response protein 4 (*Egr4*), a transcription factor belonging to the EGR family of zinc-finger transcription factors, is reportedly involved in the regulation of cell growth and apoptosis in cancers [30, 31]. Krüppel-like factor 4 (*Klf4*), a member of the evolutionarily conserved family of zinc-finger transcription factors, is a transcription factor regulating cell proliferation, differentiation, and apoptosis [32]. In this study, abnormal expression of *Egr4* and *Klf4* might lead to further aberrant expression of downstream apoptosis genes in the GCs. Consistent with the previously verified upregulation of *Egr4* and *Klf4* transcription after CTX treatment (Fig. 3E), the H3K27me3 peaks were remarkably lower on their promoters, which demonstrated that the upregulation of these genes directly resulted from the reduced H3K27me3 levels (Fig. 4G). Besides, GO analysis showed that the genes with reduced H3K27me3 peaks after CTX treatment were mainly related to pathways about transcriptional regulation, cell differentiation, and negative regulation of cell proliferation (Fig. 4H), which was consistent with the pathways in which upregulated genes were enriched from the RNA-seq data (Fig. 3C).

Taken together, these results suggest that the reduction of H3K27me3 peaks in the promoter region induced by CTX was directly and indirectly involved in the abnormal gene expression and following apoptosis of GCs.

### GSK-J4 relieved CTX-induced apoptosis and transcription aberrance

To explore methods to rescue ovarian functions from CTX toxicity, we managed to alleviate H3K27me3 reduction using a GSK-J4 pre-treatment (Fig. 5A), which was a potent dual inhibitor of H3K27me2/3-demethylases KDM6A/B. Administration of GSK-J4 (5 mg/kg, three times a week) before CTX treatment could attenuate the CTX-induced reduction of H3K27me3 effectively (Fig. 5B). The GSK-J4 pre-treatment reduced the level of γH2AX and the ratio of cPARP to PARP protein (Fig. 5B), indicating its protective effects against CTX. The expression levels of the genes upregulated after CTX treatment (such as *Klf4*, *Egr4*, *Btg2*, *Cdkn1a*, *Gadd45g,* and *Alox5*) were also partially restored (Fig. 5C), suggesting that GSK-J4 could rescue the CTX-induced abnormal overexpression of specific genes. The apoptotic index (TUNEL-positive follicles/total follicles) was also rescued in the GSK-J4-pretreated ovaries when compared with the DMSO-treated ovaries after CTX treatment, suggesting the inhibition of CTX-induced apoptosis (Fig. 5D, E). Taken together, GSK-J4 was found to restore H3K27me3 levels and alleviate the GCs apoptosis induced by CTX. Thus, the abnormal gene expression and accompanying GCs apoptosis induced by CTX could be reversed by restoring H3K27me3 levels with GSK-J4.

**Fig. 5:**
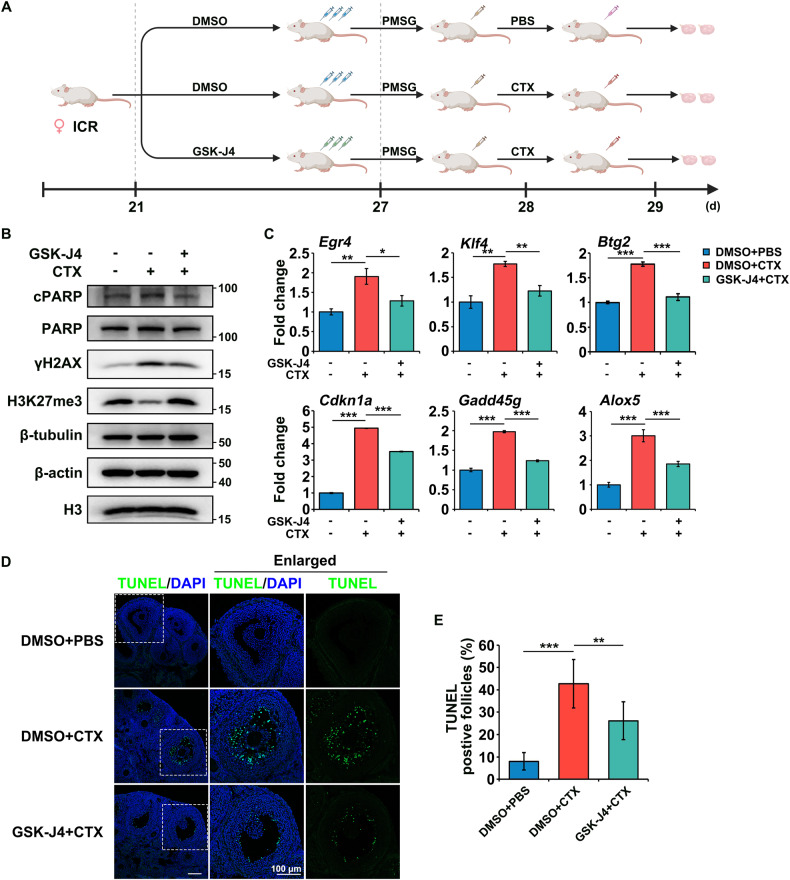
Protective potential of GSK-J4 against CTX-induced GCs apoptosis and transcription abnormality. **A** Schematic diagram showing the grouping and the dosing schema of 3-week-old female ICR mice. GSK-J4 or DMSO was i.p. injected three times in a week (days 21, 23, and 25, as bounded by the dashed lines). PMSG were i.p. injected once at day 27. CTX or PBS was i.p. injected once 22 h after PMSG injection (day 28). The ovaries were harvested 24 h after CTX injection (day 29). **B** Western blot results showing the cPARP, PARP, γH2AX, and H3K27me3 levels in the PBS and CTX groups. β-tubulin, β-actin, and H3 were blotted as loading controls. *N* = 4 mice for each group. **C** Relative expression of *Egr4*, *Klf4*, *Btg2, Cdkn1a*, *Gadd45g*, and *Alox5* mRNA levels by RT-qPCR in the GCs isolated from the ovaries of mice. *N* = 4 mice for each group. **D** Immunofluorescence staining of the ovaries collected from the above three groups. TUNEL was probed with Alexa Fluor 488 (green). Cell nuclei were labeled with DAPI (blue). Scale bar, 100 μm. *N* = 6 ovaries from different mice for each group. **E** Quantitative plots of TUNEL-positive follicles/total follicles. Data are the mean ± SD of at least three independent experiments. Statistical analyses were carried out using two-tailed Student’s *t*-test; *P < 0.05; **P < 0.01; and ***P < 0.001.

## Discussion

CTX is widely used as a chemotherapeutic and immunosuppressive drug for the treatment of multiple tumors and autoimmune diseases. However, CTX is known to have a negative impact on fertility. Our study has shown that after CTX treatment, the GCs in the growing follicles exhibited a rapid decline of H3K27me3, an epigenetic modification closely related to transcriptional inhibition. Mechanistically, CTX reduced the EZH2 protein level, which is an H3K27 methyltransferase, resulting in the loss of H3K27me3 on specific gene promoters, and aberrant expression of transcription- and apoptosis-regulative genes, which further amplified CTX toxicity. To rescue the H3K27me3 loss induced by CTX, a pre-treatment with a KDM6A/B dual inhibitor GSK-J4 was adopted to maintain the H3K27me3 status. This approach restored the H3K27me3 level in GCs and alleviated CTX-induced gene overexpression, DNA damage, and apoptosis in vivo (Fig. 6).

**Fig. 6:**
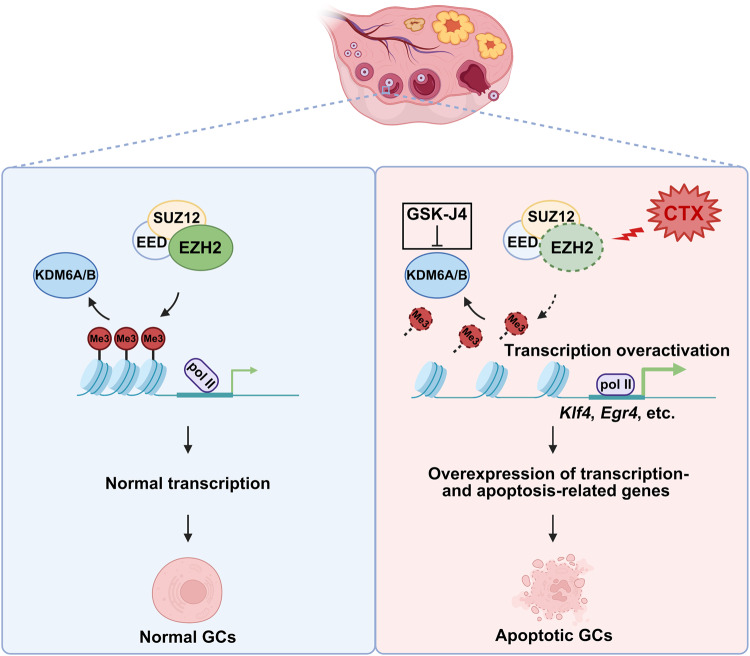
Schematic diagram showing how the EZH2-H3K27me3 axis modulates CTX-induced transcription aberrance and apoptosis in the ovarian GCs of growing follicles. Under normal conditions, a stable H3K27me3 status balanced by H3K27 methyltransferases and demethylases maintains appropriate gene expression and cellular homeostasis in GCs. Acute exposure to CTX induces rapid decline of EZH2, the catalytic component of PRC2 complex, resulting in the loss of H3K27me3 on the promoters of transcription-related genes, led to further aberrant transcription of apoptosis-related genes and cell apoptosis in GCs. A pre-treatment with a KDM6A/B dual inhibitor GSK-J4 can rescue H3K27me3 status, alleviate gene overexpression, DNA damage, and apoptosis after the CTX treatment.

A chemotherapy-induced ovarian failure mouse model was generated using i.p. injection of CTX. Consistent with previous studies, CTX caused a significant increase in GCs apoptosis morphologically [8–13], while the ovarian weight showed no change within 24 h after CTX treatment (Fig. S1A), and this is likely to be associated with the short treatment time. The results of this study showed that the γH2AX, cPARP/PARP, and CC3 levels as well as the TUNEL signals in the ovaries from the CTX group, were evidently increased, especially in the GCs (Fig. 1A, C, D). Further investigation into the epigenetic modifications showed that H3K27me3 and its methyltransferase EZH2 decreased after CTX treatment in a time-dependent manner in vivo (Fig. 2A, B, D). The application of 4-HC and si*Ezh2* also had identical effects on the primary GCs in vitro with increased DNA damage, and decreased levels of H3K27me3 and EZH2 (Fig. 2E–G), indicating that CTX specifically induced the decline of EZH2 and H3K27me3, which in turn regulated GC apoptosis. The reduction of EZH2 may result from ataxia telangiectasia mutated kinase-mediated phosphorylation of EZH2 under genotoxic stress to decrease its stability [22, 33, 34], but this will require further investigation. The correlation between EZH2 and apoptosis is supported by studies in which microRNA 26a targets *Ezh2* to reduce EZH2 expression, inducing GCs apoptosis in mice [35] or colorectal cancer cell apoptosis [36]. While in renal tubular epithelial cells, similar to our findings, EZH2 inhibition with 3-deazaneplanocin A (DZNep) has been found to upregulate *Deptor* by reducing H3K27me3 in the promoter region, which subsequently inhibits mTORC1/2 activities, downregulates the expression of apoptosis suppressor genes, and results in cell apoptosis [37].

GCs are the main secretors of ovarian hormones including estrogen and progesterone. The function of GCs is not solely related to oocyte growth, maturation and ovulation, but also involved in subsequent fertilization and early embryo development [26, 27, 38]. In this study, ovulation was severely damaged within 24 h of CTX treatment (Fig. 1E), which was in line with increased GCs apoptosis. Previous studies on ovarian injury induced by CTX have predominantly focused on the mitochondrial oxidative stress-related apoptosis in GCs, but the abnormality of gene expression profiles and the underlying mechanisms are largely unknown. Thus, RNA-seq analyses were performed using the GCs collected 6 h after CTX treatment and from the control group collected at the same time point. With 406 (68.81%) upregulated genes and 184 (31.19%) downregulated genes (Fig. 3A, B), the CTX treatment tended to activate the gene transcription of the GCs, as pathways related to positive regulation of transcription were also enriched by the GO analysis (Fig. 3C). Consistent with the apoptosis phenotype, CTX induced the upregulation of apoptosis-related genes, and this was confirmed by the GO analysis, GSEA analysis and RT-qPCR (Fig. 3C–E). Importantly, the upregulation of transcription-related genes may result in larger cascade effects on aberrant gene transcription. In this study, the upregulation of *Klf4* was induced by the depletion of EZH2 and H3K27me3. A previous study has reported that *Klf4* negatively regulates the long noncoding RNA PiHL and impairs PiHL’s function to remove EZH2 from the promoter region, which in turn inactivates the transcription of a high mobility group AT-hook 2 (*Hmga2)* via EZH2-mediated H3K27 methylation. The downregulation of *Hmga2* could sensitize colorectal cancer cells to oxaliplatin and promote drug-induced cell apoptosis by inactivating the PI3K/AKT pathway [39]. This regulatory axis may be involved in negative feedback to help mitigate the reduction of EZH2 and H3K27me3 induced by CTX but may also contribute to the amplification of aberrant gene transcription and cell apoptosis after CTX treatment. Future studies will be needed to further investigate this regulatory mechanism.

Multiple studies have shown that changes in the gene expression of GCs could be regulated by epigenetic modifications, including DNA methylation and histone modifications, except for the traditional activation of transcription factors. The variability of DNA methylation in mural GCs from the diminished ovarian reserve (DOR) group is significantly elevated when compared with normal groups [40]. In addition, the expression of the fragile X messenger ribonucleoprotein 1 (*FMR1*) gene in the GCs of DOR patients is approximately 2-fold higher than that of the control group, resulting from epigenetic changes in the *FMR1* gene including H3K9ac, H3K9me2, and H3K9me3 [41]. Sen et al. defined the role of androgen in regulating the expression of key ovarian genes through the modulation of H3K27me3 by inhibiting the expression and activity of EZH2 and inducing the expression of KDM6B in GCs [42, 43]. In rats, H3K4me3 increases, while H3K9me3 and H3K27me3 decreases in the promoter regions of the *StAR* and *Cyp11a1* gene after ovulation induction, contributing to the rapid induction of *StAR* and *Cyp11a1*, both of which are involved in the synthesis of progesterone [16, 17]. Another study also reported that H3K9me3 and H3K27me3 decrease in the C/EBPβ binding region of the *Vegf* gene in GCs undergoing luteinization after hCG injection [44]. In the meantime, histone H3/H4 acetylation and H3K4me3 decrease, and H3K27me3 increases in the *Cyp19a1* promoter after ovulation induction, contributing to the rapid suppression of *Cyp19a1*, a key aromatase for estrogen synthesis [17]. Progressive decreases in DNA methylation in approximately 40% of genes [45] and the variable expression of histone modification enzymes, including *Ezh2*, *Setdb2*, *Hdac4*, *Hdac10*, and *CIIta* can be detected in GCs undergoing luteinization after ovulation induction [15]. In porcine, H3K27me3 transcriptionally represses the transcription factor runt-related transcription factor 1 (*Runx1*), which in turn influences GCs’ steroidogenesis, anti-apoptotic activity, and cell proliferation activity [46]. A study using GC-specific *Kdm6b*-KO mice has demonstrated that KDM6B promotes follicle growth by regulating the expression of genes critical for mitochondrial function in GCs [47]. The above studies identify the importance of H3K27me3 stability in the regulation of GCs’ function and cell viability. However, few studies have addressed the role of H3K27me3 during GCs apoptosis induced by CTX.

To further discover whether changes in GCs gene expression after CTX treatment are regulated by H3K27me3, an anti-H3K27me3 CUT&Tag experiment was conducted. The distribution of the H3K27me3 peaks showed an evident reduction around the promoters (Fig. 4B, C). As H3K27me3 is a transcriptional repressive marker, the removal of H3K27me3 around the promoters de-condenses the chromatin and enhances transcription factor accessibility to promote the transcription of certain genes. In this study, the abundance of H3K27me3 peaks around the TSS were substantially lower than that of the control group (Fig. 4C, E, F). Genes upregulated in GCs after CTX treatment showed reduced H3K27me3 peaks (Fig. 4G) in accordance with transcriptional activation in the CTX group found in our RNA-seq data. The results have defined the role of H3K27me3 in CTX-induced apoptosis and the abnormal changes of gene expression in GCs.

Chromatin remodeling induced by the loss of H3K27me3 might enhance CTX toxicity of the GCs in this study. Previous studies have confirmed that compacted chromatin exhibit greater resistance to DNA damage [48, 49]. A recent study on AML cells has confirmed that the inhibition of EZH2 to de-condense the chromatin could enhance the chemotherapeutic accessibility to chromatin, chemotherapy-induced DNA damage, and cell apoptosis [50]. In this study, restoring the H3K27me3 status by inhibition of the H3K27 demethylases KDM6A/B might exert its protective potential by condensing the chromatin, decreasing DSBs formation, and partially resisting CTX-induced DNA damage and subsequent apoptosis in GCs (Fig. 5).

In conclusion, this is the first study to compare the global gene expression profiles between the GCs with and without the acute CTX treatment. We elucidate the role of EZH2-H3K27me3 axis in gene regulation of CTX-treated GCs. Mechanistically, CTX induces a decline in H3K27me3 via a reduction in EZH2. Loss of H3K27me3 on promoters activates the expression of transcription-related and downstream apoptosis genes, which amplifies the aberrance of downstream gene expression and GCs apoptosis (Fig. 6). A thorough understanding of this mechanism by which acute exposure of CTX damage ovarian function could contribute to new fertility protection and preservation strategies for female patients with cancer.

## Materials and methods

### Animal models

Female ICR mice were obtained from the Animal Center of Sir Run Run Shaw Hospital (Hangzhou, Zhejiang Province, China) and housed in specific pathogen-free conditions with temperature (22 ± 1 °C) and humidity (60 ± 10%) controls on a 12 h light/12 h dark cycle, with ad libitum access to water and regular rodent chow. All the animal protocols were approved by Zhejiang University Animal Care and Use Committee (Hangzhou, Zhejiang Province, China). 3-week-old female mice were intraperitoneal (i.p.) injected with 5 IU of pregnant mare’s serum gonadotropin (PMSG) to activate follicular development. For CTX-induced ovarian damage models, the mice were randomly divided into two groups: PBS and CTX (*N* = 6 per group) 22 h after PMSG injection. The mice were weighed and then treated with a single i.p. injection of CTX (120 mg/kg, Baxter, Milan, Italy), or an equal volume of phosphate buffer saline (PBS) as the control. Both groups were sacrificed immediately or 3, 6, 12, or 24 h after CTX treatment, and ovaries were collected for further analysis. For the GSK-J4-pretreated models (*N* = 4 per group), GSK-J4 (HY-15648B; MedChemExpress, Monmouth Junction, NJ, USA) and dimethyl sulfoxide (DMSO) as a solvent control were i.p. injected into 3-week-old female mice three times in a week before PMSG and CTX i.p. injection (Fig. 5A).

### Ovulation induction and oocyte collection

Mice were injected with 5 IU of human chorionic gonadotropin (hCG) 44 h after the PMSG injection to induce ovulation and they were sacrificed 16 h later. Oocytes and cumulus complexes were harvested from the oviducts of the mice in the M2 medium (M7167; Sigma-Aldrich, St. Louis, MO, USA). The numbers of ovulated oocytes and the first polar body (PB1) emission rates were analyzed after digestion with hyaluronidase.

### Immunofluorescence

For the immunofluorescence of oocytes, oocytes were fixed in 4% paraformaldehyde in PBS for 30 min, then permeabilized in PBS containing 0.5% Triton X-100 for 20 min and blocked with 1% bovine serum albumin (BSA) in PBS for 30 min sequentially. After being incubated with the primary antibodies for 1 h at 26 ± 1 °C, the oocytes were labeled with Alexa Fluor 568- or 488-conjugated secondary antibodies and 4′,6-diamidino-2-phenylindole (DAPI) for 30 min.

For the immunofluorescence of the ovary section, ovaries were collected, fixed in 4% paraformaldehyde in PBS for at least 16 h, and dehydrated using a 10%, 20%, and 30% sucrose gradient until the ovaries completely sank to the bottom of the centrifuge tube. The ovaries were embedded in optimum cutting temperature (O.C.T., Sakura, USA) compound and frozen in liquid nitrogen. Frozen ovary sections that were 10 μm were made with a microtome (Leica, Weztlar, Germany) and stored at −80 °C. When the immunofluorescence staining was performed, the sections were placed at 26 ± 1 °C for 5 min, rinsed 3 times in PBS for 5 min each time, permeabilized and blocked in PBS containing 0.3% Triton X-100 and 5% BSA for 1 h sequentially. After being incubated with the primary antibodies for at least 16 h, the sections were rinsed 3 times in PBS for 5 min each time, and then labeled with Alexa Fluor 568- or 488-conjugated secondary antibodies and DAPI for 30 min. Imaging was performed on a LSM710 confocal microscope (Zeiss, Oberkochen, BW, Germany). The antibodies used are listed in Supplementary Table 1.

### Western blot analysis

Western blot analysis was conducted in accordance with a previous study [18]. Briefly, proteins were extracted from the ovaries (after being weighed) or primary GCs with RIPA lysis buffer (R0010; Solarbio, Beijing, China) containing a protease inhibitor cocktail (P8340; Sigma-Aldrich, St. Louis, MO, USA) and diluted with Laemmli protein sample buffer (1610747; Bio-Rad, Hercules, CA, USA). After denaturation for 10 min at 95 °C, equal amounts of extracted proteins (approximately 10 µg each) were separated via electrophoresis on 10% sodium dodecyl sulfate-polyacrylamide gel (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membranes (Millipore, Billerica, MA, USA). The membranes were blocked in TBST buffer containing 5% skimmed milk for 1 h and then incubated with primary antibodies for at least 16 h at 4 °C. The antibodies used are listed in Supplementary Table 1. The membranes were rinsed 3 times for 5 min each time with TBST buffer, then incubated with secondary antibodies and visualized using enhanced chemiluminescence (WBKLS0500; Millipore, Billerica, MA, USA) with a ChemiDoc Touch imaging system (Bio-Rad, Hercules, CA, USA).

### Primary GCs in vitro culture and treatment

Ovaries were collected from 3-week-old mice 24 h after i.p. injection of the 5 IU PMSG to harvest the GCs, as described previously [51]. Antral follicles were punctured with a 26.5-G needle to release the GCs. The GCs were then cultured with DMEM/F12 (Invitrogen, Carlsbad, CA, USA) supplemented with 5% (v/v) fetal bovine serum (Gibco, Carlsbad, CA, USA) and 1% (v/v) penicillin and streptomycin (Meilunbio, Dalian, China) in 12-well plates. To evaluate the direct role of CTX, the GCs were treated with 2.5 μM 4-HC (the in vitro active form of CTX, HY-117433; MedChemExpress, Monmouth Junction, NJ, USA).

### Small interfering RNA transfection

To determine the role of EZH2 and H3K27me3 in the GCs, the GCs were transfected with small interfering RNAs (siRNAs) targeting *Ezh2* (si*Ezh2*) or a negative control siRNA (siNC) for 48 h using the Lipofectamine™ 3000 Transfection Reagent (L3000015; Thermo Fisher Scientific, Waltham, MA, USA), in accordance with the manufacturer’s instructions. These siRNAs were purchased from RiboBio Co., Ltd (Guangzhou, China). The si*Ezh2*-1, si*Ezh2*-2, si*Ezh*2-3 sequences were 5′-GCTGATGAAGTAAAGACTA -3′, 5′- GGATAATCGAGATGATAAA -3′ and 5′- CAGAGAATGTGGATTTATA -3′, respectively.

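Each siRNA target was matched to the GENCODE M21 transcripts of *Ezh2*, which lies on the minus strand of chromosome 6 of GRCm38 from 47530139 to 47595341. All 3 targets matched exactly within the coding sequence of the same 5 of its 6 protein-coding transcripts. Each one spans an exon junction, numbered on the longest of these transcripts, which has 20 exons. The si*Ezh2*-1 target (GCTGATGAAGTAAAGACTA) covers 47577544 to 47577558 in exon 2 and 47576661 to 47576664 in exon 3. The si*Ezh2*-2 target (GGATAATCGAGATGATAAA) covers 47554124 to 47554137 in exon 6 and 47552484 to 47552488 in exon 7. The si*Ezh2*-3 target (CAGAGAATGTGGATTTATA) covers 47556030 to 47556034 in exon 5 and 47554251 to 47554264 in exon 6.

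**Figure D2:**
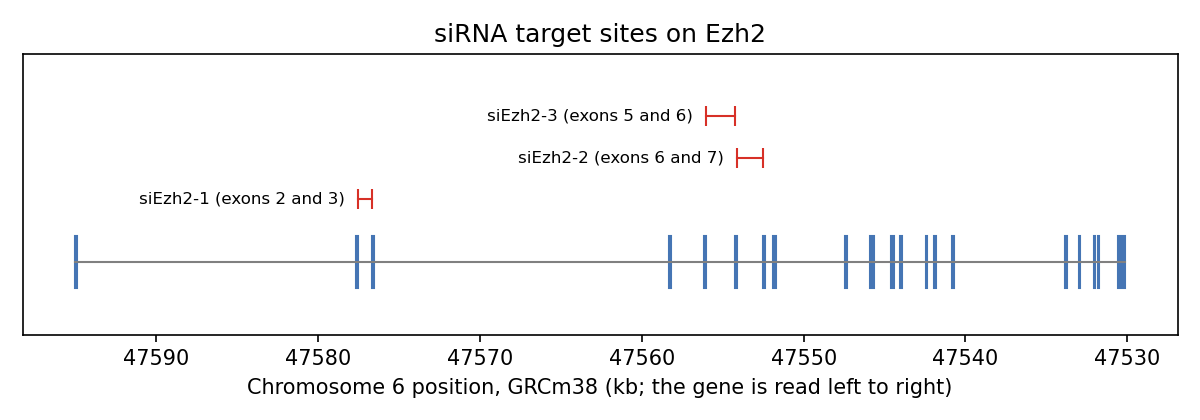
Exons of the longest *Ezh2* transcript with all 3 targets (blue, chromosome 6 of GRCm38 in kb) and the 3 siRNA targets (red), each joining neighbouring exons. The targets lie in exons 2 to 7 of 20.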

### RNA-seq library preparation and gene expression analysis

RNA-seq was performed to compare the global gene expression profiles between the GCs with CTX treatment and the GCs without CTX treatment (*N* = 3 biological replicates each group). Samples (GCs extracted from ovaries of 3 mice per sample) were collected from mice 6 h after treatment with or without CTX for RNA-seq. High throughput sequencing and bioinformatics analyses were conducted at Novogene (Beijing, China). A volcano plot of the differentially expressed genes (DEGs) was generated using the gplots package in Bioconductor. DEGs with a log_2_(CTX/PBS) > 1 were labeled in red (*P* < 0.05); DEGs with log_2_(CTX/PBS) < − 1 were labeled in blue (*P* < 0.05). Only transcripts with more than a two-fold change and a corrected *P* < 0.05 were considered statistically significant.

### CUT&Tag library preparation, sequencing, and analysis

GCs samples were collected under the same condition as for the RNA-seq experiments and in accordance with the manufacturer’s instructions (Novogene, Beijing, China). Library construction was performed as described previously [29]. Briefly, the GCs samples were bound to Concanavalin A-coated magnetic beads, and the cell membrane was permeabilized using Digitonin. The enzyme pA-Tn5 transposase precisely binds the DNA sequence near the target protein under the antibodies guidance and results in a factor-targeted tagmentation. DNA sequences were then tagmented, with adapters added at the same time to both ends, which could be enriched by PCR to form the sequencing-ready libraries. After the PCR reaction, libraries were purified with the AMPure beads and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA), according to the manufacturer’s instructions. The library preparations were sequenced on Illumina Novaseq platform. The CUT&Tag reads were aligned to the mouse genome mm10 using BWA (Version 0.7.12). Only uniquely mapped (MAPQ ≥ 13) and de-duplicated reads were used for further analysis. All peak calling was performed with MACS2 (Version 2.1.0). By default, peaks with a q-value threshold of 0.05 were used for all data sets. ChIPseeker was used to retrieve the nearest genes around the peak and annotate the genomic region of the peak. Peak-related genes can be confirmed using the ChIPseeker, and this was followed by Gene Ontology (GO) enrichment analysis to identify the functional enrichment results. GO enrichment analysis was implemented using the GOseq R package, in which gene length bias was corrected. GO terms with corrected *P* < 0.05 were considered significantly enriched by peak-related genes. Peaks of different groups were merged using the ‘bedtools merge’. The mean RPM for each group was calculated in the merge peak. Only peaks with more than two-fold changes in RPM were considered as differential peaks. Genes associated with different peaks were identified using ChIPseeker.

### Real-Time quantitative PCR (RT-qPCR)

RNA was extracted from the GCs collected as described above using the RNeasy Mini Kit (74104; Qiagen, Hilden, NRW, Germany), in accordance with the manufacturer’s protocol. Reverse transcription was conducted using HiScript II Reverse Transcriptase (R201-1; Vazyme, Nanjing, China). RT-qPCR was performed using the SYBR qPCR Master Mix (Q511-02; Vazyme, Nanjing, China) on a CFX96 Real-time System (Bio-Rad, Hercules, CA, USA). The relative mRNA expression levels were normalized to the endogenous *Actb* mRNA levels and compared with those in the control group, and all RT-qPCR assays were performed in triplicate. 

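The primers of Supplementary Table 2 were matched to the GENCODE M21 transcripts of their genes. Those of *Gadd45g*, *Alox5*, *Egr4*, *Klf4* and *Ezh2* give products of 119, 113, 196, 185 and 173 bases. Each of these products spans 2 exons. Those of *Cdkn1a*, *Eda2r*, *Ccng1* and *Btg2* give products of 103, 124, 112 and 122 bases that lie within 1 exon. The *Actb* product of 234 bases spans 3 exons. The *Fas* forward primer matches all 5 *Fas* transcripts. The *Fas* reverse primer has an exact match in 0 of the 5, and its closest site, found in 4 of them, has 1 mismatch (T10C, the primer's base first, counted from 1 at the primer's 5′ end).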

The primers are shown in Supplementary Table 2.

### Statistical analysis

GraphPad 9.0 and SPSS 26.0 software were used for all statistical analyses. Definition of “center values” as mean; definition of error bars as SD. All quantitative results were shown as the mean ± SD. Each measurement was performed using the data from at least three independent experiments. Differences between two groups were evaluated using a two-tailed unpaired Student’s *t*-tests. *P* < 0.05 indicated statistical significance.

### Supplementary information

Supplementary Figures and Tables

Uncropped western blot

Reproducibility checklist

## Data Availability

All data are included in this published article and its supplementary information file. RNA-seq and CUT&Tag data have been deposited in the NCBI Gene Expression Omnibus database (GSE235907 and GSE236296, respectively).

# Supplementary material for: The EZH2-H3K27me3 axis modulates aberrant transcription and apoptosis in cyclophosphamide-induced ovarian granulosa cell injury
**Source:** Cell Death Discov. 2023 Nov 14;9:413. doi: 10.1038/s41420-023-01705-6
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables

**Supplementary Figures and Tables**

**Supplementary Figures**

**
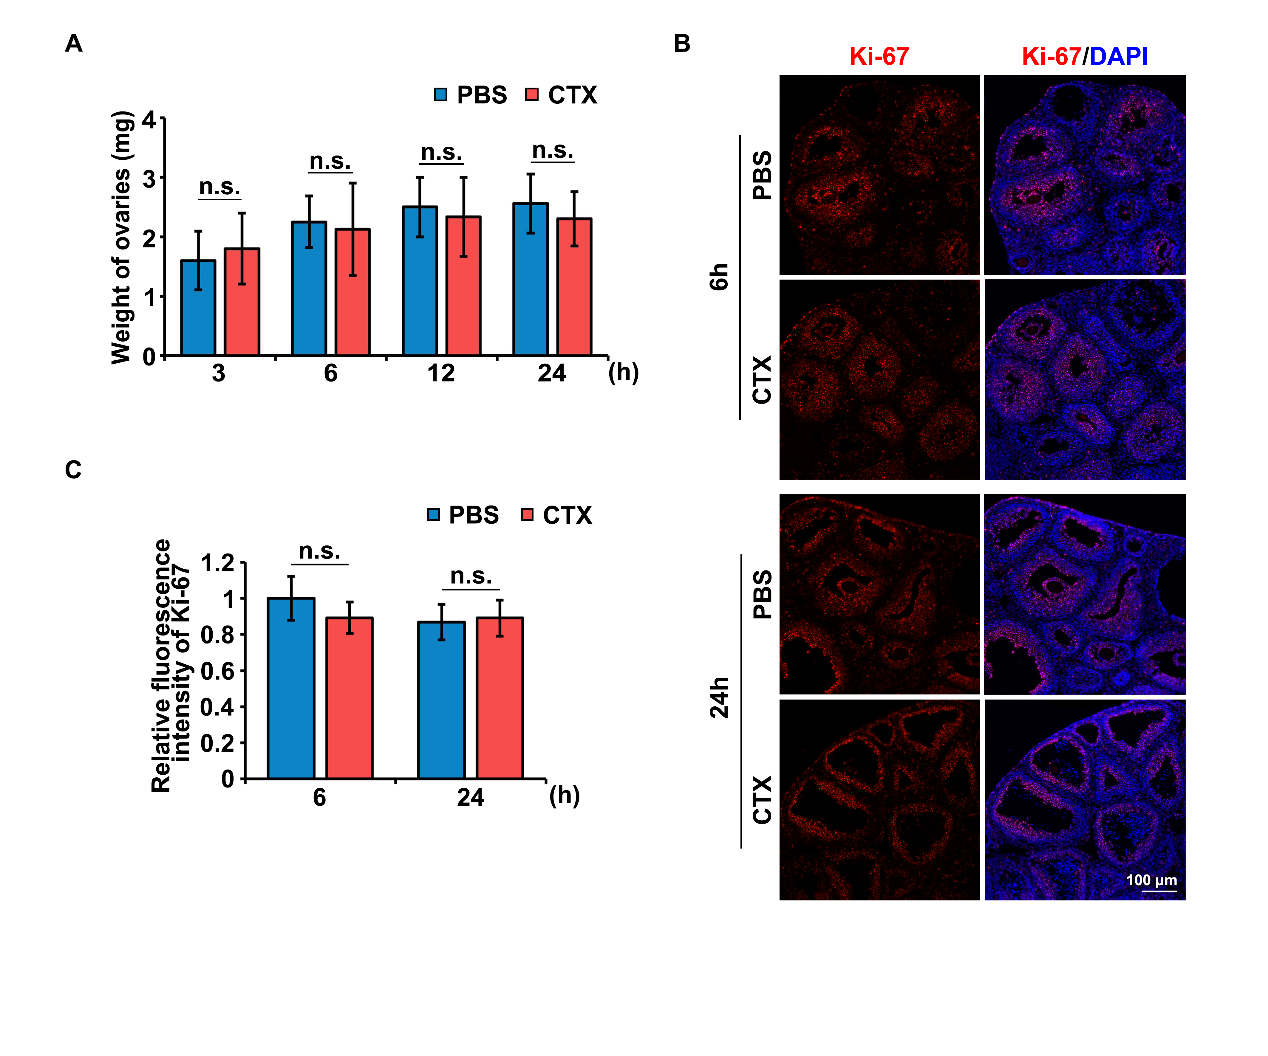
**

**Fig. S1 The effect of CTX on weight of ovary and Ki-67.** **A** Weight of the ovaries isolated from mice treated with or without CTX 24 h prior. Ovaries were collected at different time points after i.p. injection of PBS or CTX. *N* = 8 mice per time point for each group. **B** Immunofluorescence staining of ovarian sections 6 and 24 h after i.p. injection of PBS or CTX. Rabbit monoclonal antibody Ki-67 was detected using anti-rabbit IgG (red). Cell nuclei were labeled with DAPI (blue); scale bar, 100 μm; *N* = 6 ovaries from different mice per time point for each group. **C** Quantitative plots for fluorescence intensity of Ki-67. Statistical analyses were carried out using a two-tailed Student’s t-test; n.s.: non-significant; * *P* < 0.05; ** *P* < 0.01; and *** *P* < 0.001.

**Supplementary Tables**

**Supplementary Table 1: Antibody information.**

| **Protein name** | **Manufacture (catalogue number)** | **Applications (working dilution)** |
| --- | --- | --- |
| H3K27me3 | Cell Signaling (9733) | IF (1:200), WB (1:1000) |
| H2AK119ub1 | Cell Signaling (8240) | WB (1:1000) |
| H3K9me3 | Cell Signaling (5237) | IF (1:200), WB (1:1000) |
| H3K4me3 | Abcam (ab213224) | WB (1:1000) |
| Phospho-Histone H2A.X (Ser139) | Cell Signaling (9718) | WB (1:1000) |
| PARP | Cell Signaling (9532) | WB (1:1000) |
| Cleaved PARP | Cell Signaling (5625) | WB (1:1000) |
| BCL-2 | Cell Signaling (15071) | WB (1:1000) |
| Cleaved Caspase-3 (Asp175) | Cell Signaling (9661) | IF (1:200) |
| Ki-67 | Abcam (ab15580) | IF (1:200) |
| EZH2 | Cell Signaling (5246) | WB (1:1000) |
| SUZ12 | Cell Signaling (3737) | WB (1:1000) |
| H3 | Cell Signaling (9715) | WB (1:2000) |
| β-Actin | Sigma (F3165) | WB (1:5000); |
| α-Tubulin | Abcam (ab7291) | IF (1:1000) |
| β-tubulin | Cell Signaling (2125S) | WB (1:5000) |
| GAPDH | Proteintech (60004-1-Ig) | WB (1:5000) |

**Supplementary Table 2:** **Primer sequences for RT-qPCR.**

| **Primer name** | **Target Gene** | **Sequences (5′-3′)** |
| --- | --- | --- |
| *Ezh2*-F | *Ezh2* | 5’- CGAATAACAGTAGCAGACCCAG -3’ |
| *Ezh2*-R |  | 5’- TGTTTGACACCGAGAATTTGCTT -3’ |
| *Cdkn1a*-F | *Cdkn1a* | 5’- CCTGGTGATGTCCGACCTG -3’ |
| *Cdkn1a*-R |  | 5’- CCATGAGCGCATCGCAATC -3’ |
| *Eda2r*-F | *Eda2r* | 5’- ATGAGGCTGAAAAGACAGTGG -3’ |
| *Eda2r*-R |  | 5’- TCCAGGATGGAGTTAAGTGGTT -3’ |
| *Fas*-F | *Fas* | 5’- TATCAAGGAGGCCCATTTTGC -3’ |
| *Fas*-R |  | 5’- TGTTTCCACTTCTAAACCATGCT -3’ |
| *Ccng1*-F | *Ccng1* | 5’- ACAACTGACTCTCAGAAACTGC -3’ |
| *Ccng1*-R |  | 5’- CATTATCATGGGCCGACTCAAT -3’ |
| *Gadd45g*-F | *Gadd45g* | 5’- GGGAAAGCACTGCACGAACT -3’ |
| *Gadd45g*-R |  | 5’- AGCACGCAAAAGGTCACATTG -3’ |
| *Alox5-*F | *Alox5* | 5’- ACTACATCTACCTCAGCCTCATT -3’ |
| *Alox5*-R |  | 5’- GGTGACATCGTAGGAGTCCAC -3’ |
| *Egr4*-F | *Egr4* | 5’- TATCCTGGAGGCGACTTCTTG -3’ |
| *Egr4*-R |  | 5’- AGATGCCAGACATGAGGTTGA -3’ |
| *Klf4*-F | *Klf4* | 5’- GTGCCCCGACTAACCGTTG -3’ |
| *Klf4*-R |  | 5’- GTCGTTGAACTCCTCGGTCT -3’ |
| *Btg2*-F | *Btg2* | 5’- ATGAGCCACGGGAAGAGAAC -3’ |
| *Btg2*-R |  | 5’- GCCCTACTGAAAACCTTGAGTC -3’ |
| *Actb*-F | *Actb* | 5′- GCTCTTTTCCAGCCTTCCTT -3′ |
| *Actb*-R |  | 5′- GTACTTGCGCTCAGGAGGAG -3′ |

# Supplementary material for: The EZH2-H3K27me3 axis modulates aberrant transcription and apoptosis in cyclophosphamide-induced ovarian granulosa cell injury
**Source:** Cell Death Discov. 2023 Nov 14;9:413. doi: 10.1038/s41420-023-01705-6

## Uncropped Western Blot

| Figure in paper | Target / Protein | Blot name                   | Band #               |
|-----------------|------------------|-----------------------------|----------------------|
| Figure 1a       | $\gamma$ H2AX    | Blot1_Fig1a_ $\gamma$ H2AX  | all                  |
| Figure 1a       | cPARP            | Blot2_Fig1a_cPARP           | all (the upper lane) |
| Figure 1a       | PARP             | Blot3_Fig1a_PARP            | all                  |
| Figure 1a       | BCL2             | Blot4_Fig1a_BCL2            | all                  |
| Figure 1a       | GAPDH            | Blot5_Fig1a_GAPDH           | all                  |
| Figure 1a       | $\beta$ -tubulin | Blot6_Fig1a_Tubulin         | all                  |
| Figure 2a       | H3K27me3         | Blot7_Fig2a_H3K27me3        | all                  |
| Figure 2a       | H2AK119ub1       | Blot8_Fig2a_H2AK119ub1      | all                  |
| Figure 2a       | H3K9me3          | Blot9_Fig2a_H3K9me3         | all                  |
| Figure 2a       | H3K4me3          | Blot10_Fig2a_H3K4me3        | all                  |
| Figure 2a       | H3               | Blot11_Fig2a_H3             | all                  |
| Figure 2a       | EZH2             | Blot12_Fig2a_EZH2           | all                  |
| Figure 2a       | SUZ12            | Blot13_Fig2a_SUZ12          | all                  |
| Figure 2a       | GAPDH            | Blot14_Fig2a_GAPDH          | all                  |
| Figure 2a       | $\beta$ -tubulin | Blot15_Fig2a_Tubulin        | all                  |
| Figure 2e       | EZH2             | Blot16_Fig2e_EZH2           | 6-11                 |
| Figure 2e       | H3K27me3         | Blot17_Fig2e_H3K27me3       | 6-11                 |
| Figure 2e       | $\gamma$ H2AX    | Blot18_Fig2e_ $\gamma$ H2AX | 3-8                  |
| Figure 2e       | $\beta$ -actin   | Blot19_Fig2e_Actin          | 6-11                 |

|           |                  |                             |     |
|-----------|------------------|-----------------------------|-----|
| Figure 2e | H3               | Blot20_Fig2e_H3             | all |
| Figure 2g | EZH2             | Blot21_Fig2g_EZH2           | 1-2 |
| Figure 2g | H3K27me3         | Blot22_Fig2g_H3K27me3       | 1-2 |
| Figure 2g | $\gamma$ H2AX    | Blot23_Fig2g_ $\gamma$ H2AX | 1-2 |
| Figure 2g | $\beta$ -actin   | Blot24_Fig2g_Actin          | 1-2 |
| Figure 2g | H3               | Blot25_Fig2g_H3             | 1-2 |
| Figure 5b | cPARP            | Blot26_Fig5b_cPARP          | all |
| Figure 5b | PARP             | Blot27_Fig5b_PARP           | all |
| Figure 5b | $\gamma$ H2AX    | Blot28_Fig5b_ $\gamma$ H2AX | all |
| Figure 5b | H3K27me3         | Blot29_Fig5b_H3K27me3       | all |
| Figure 5b | $\beta$ -tubulin | Blot30_Fig5b_Tubulin        | all |
| Figure 5b | $\beta$ -actin   | Blot31_Fig5b_Actin          | 4-6 |
| Figure 5b | H3               | Blot32_Fig5b_H3             | all |

Blot1\_Fig1a\_γH2AX

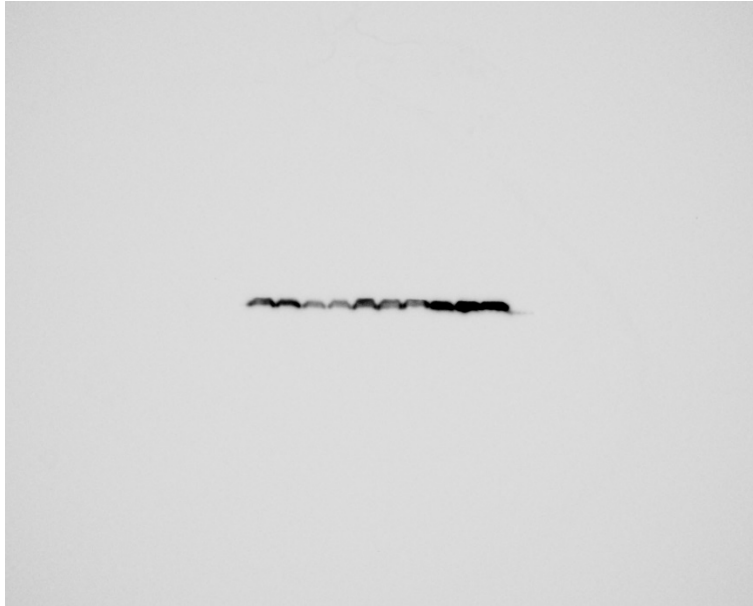

Blot2\_Fig1a\_cPARP

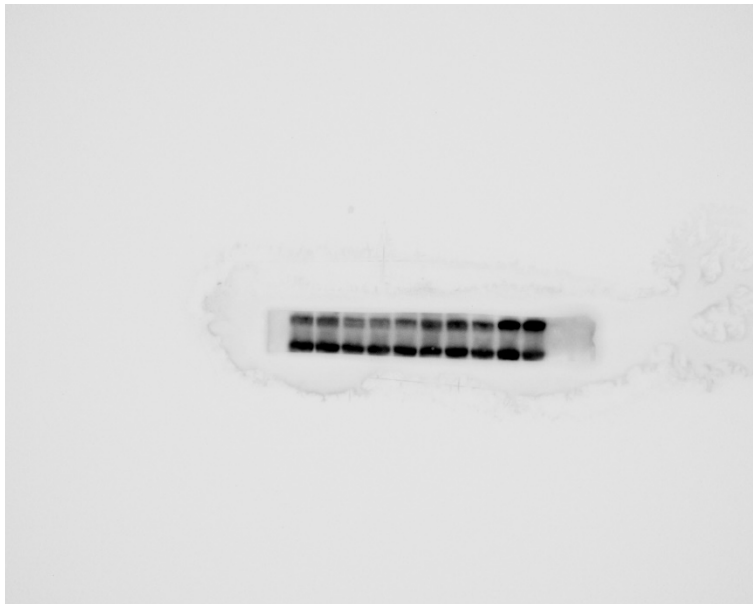

Blot3\_Fig1a\_PARP

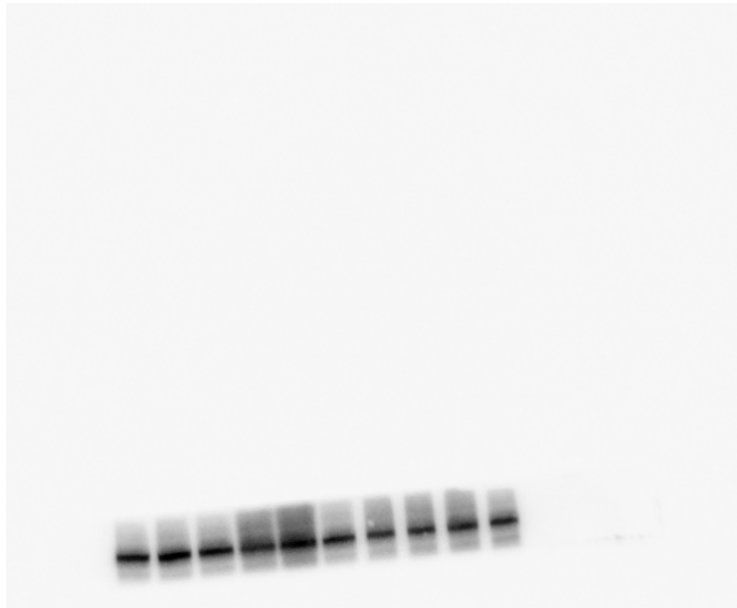

Blot4\_Fig1a\_BCL2

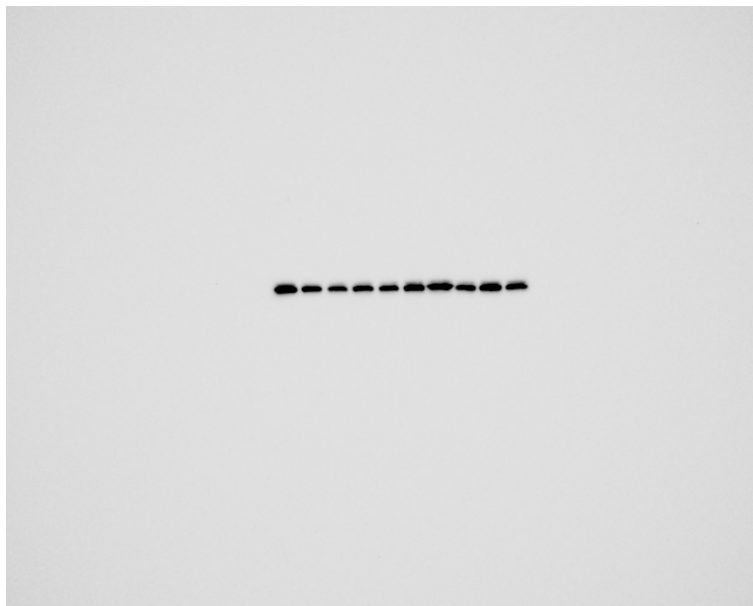

Blot5\_Fig1a\_GAPDH

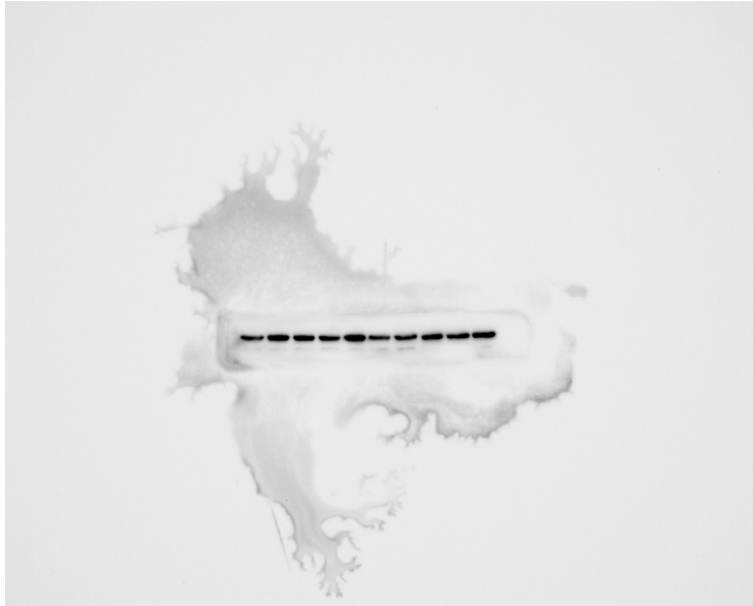

Blot6\_Fig1a\_Tubulin

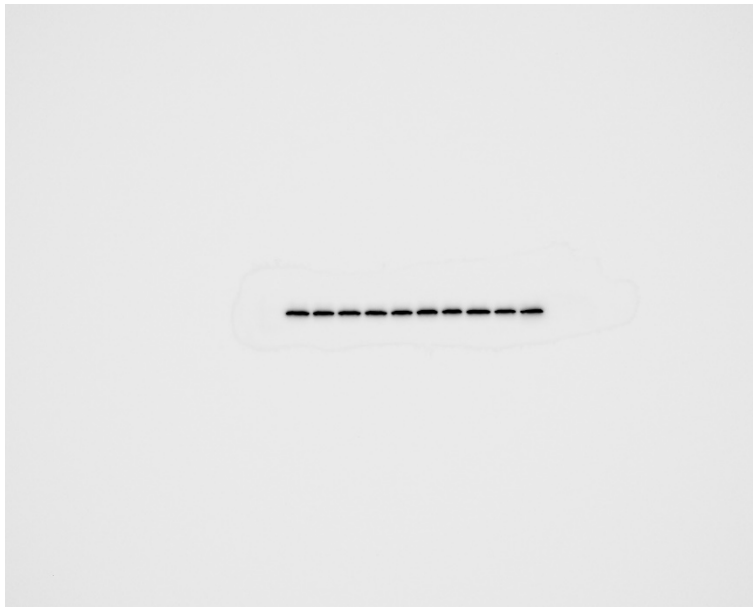

Blot7\_Fig2a\_ H3K27me3

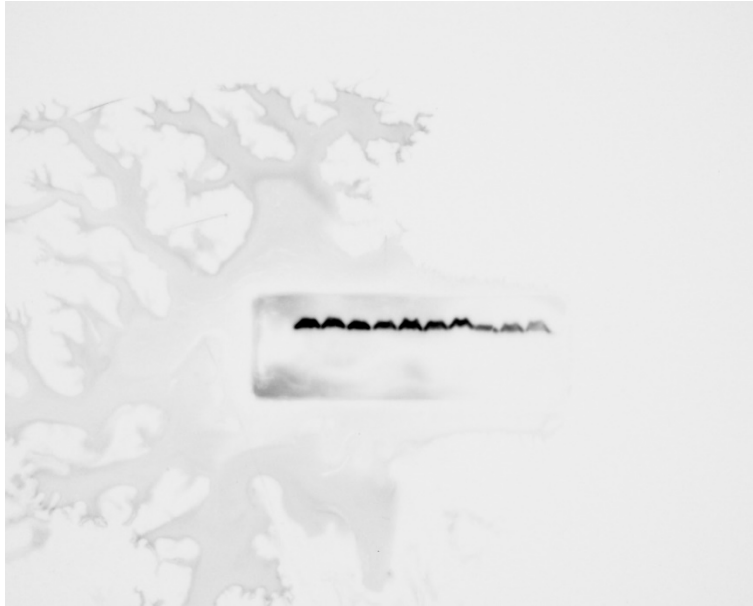

Blot8\_Fig2a\_ H2AK119ub1

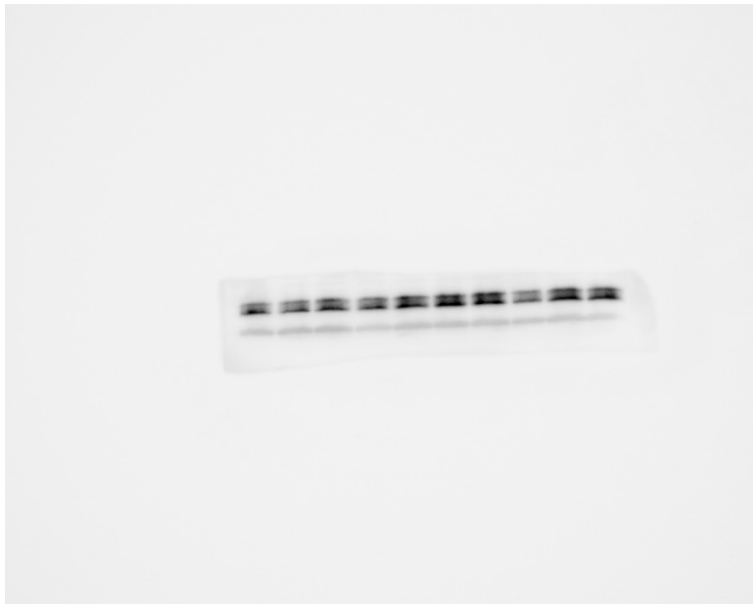

Blot9\_Fig2a\_ H3K9me3

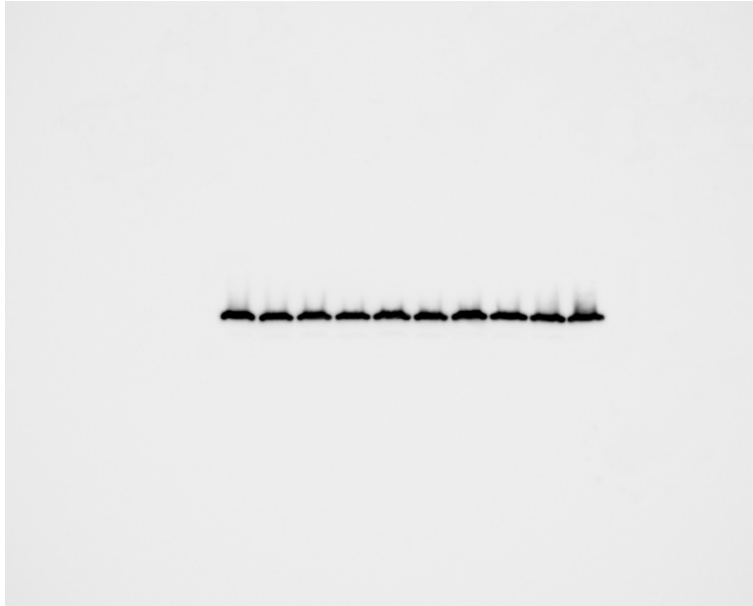

Blot10\_Fig2a\_ H3K4me3

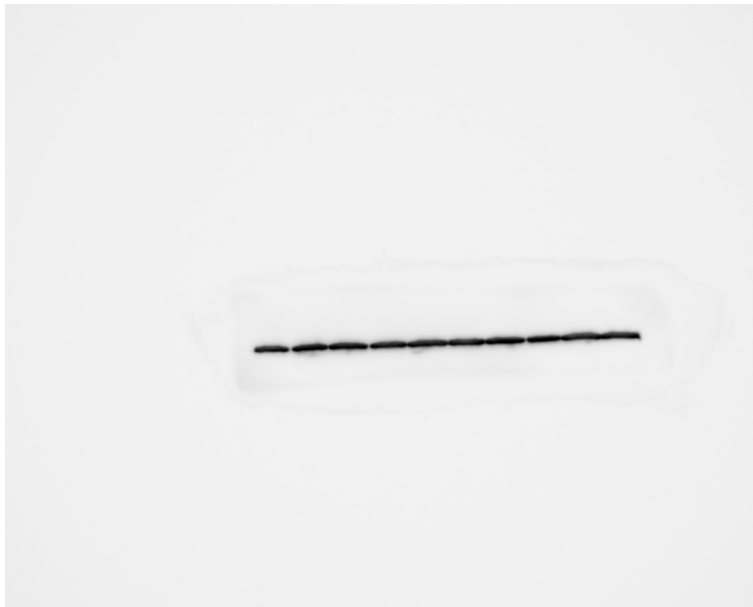

Blot11\_Fig2a\_H3

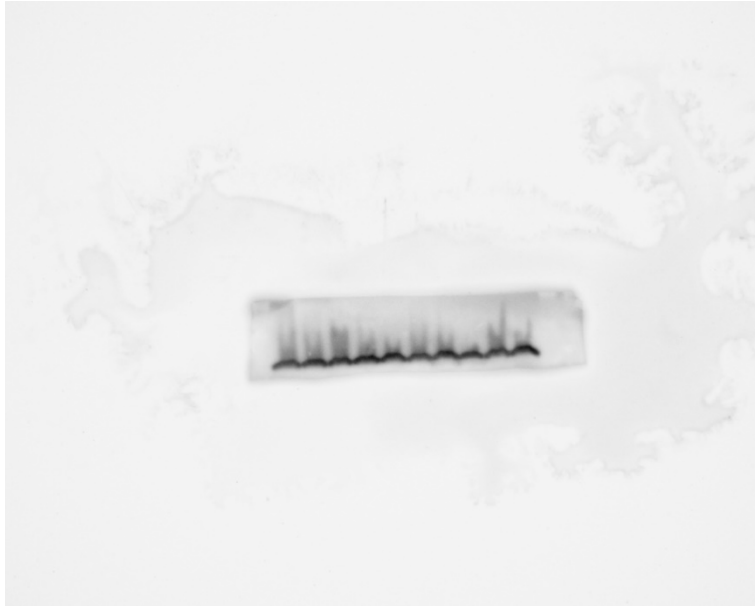

Blot12\_Fig2a\_EZH2

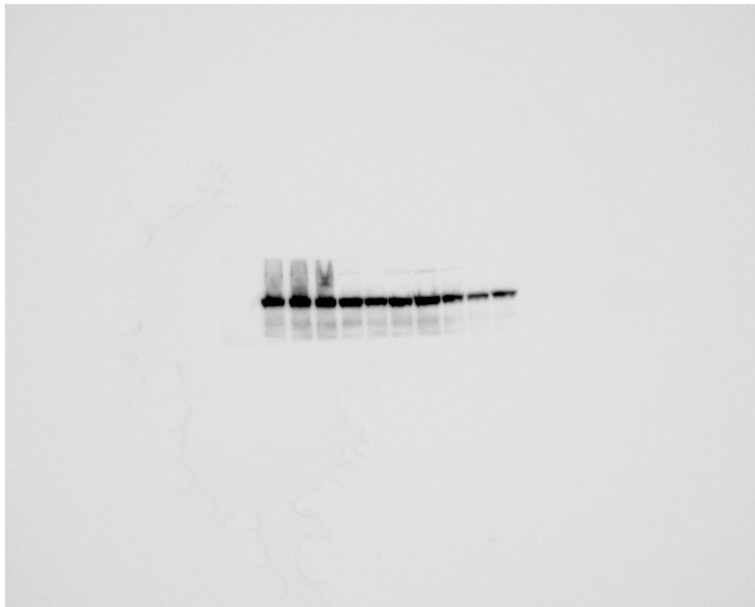

Blot13\_Fig2a\_SUZ12

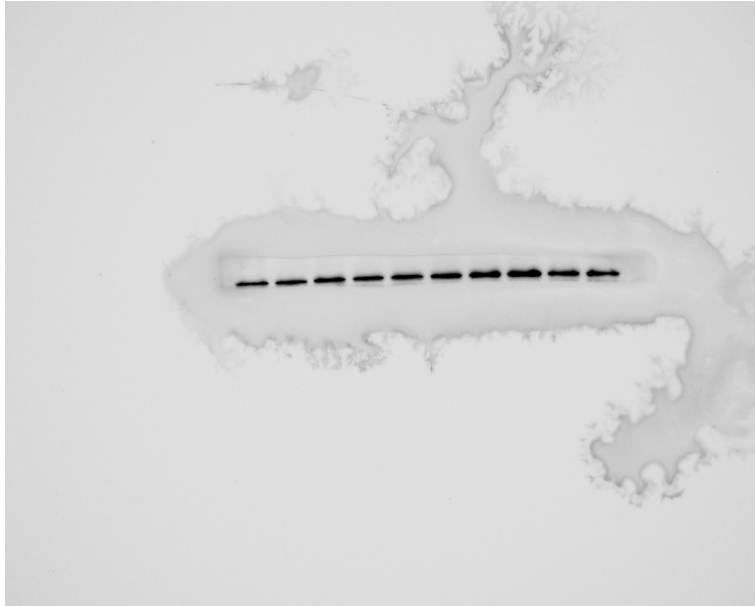

Blot14\_Fig2a\_GAPDH

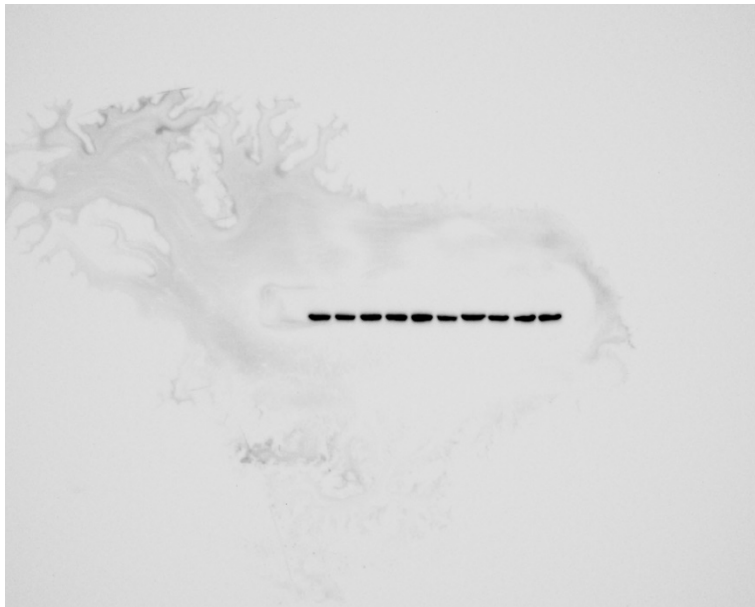

Blot15\_Fig2a\_ Tubulin

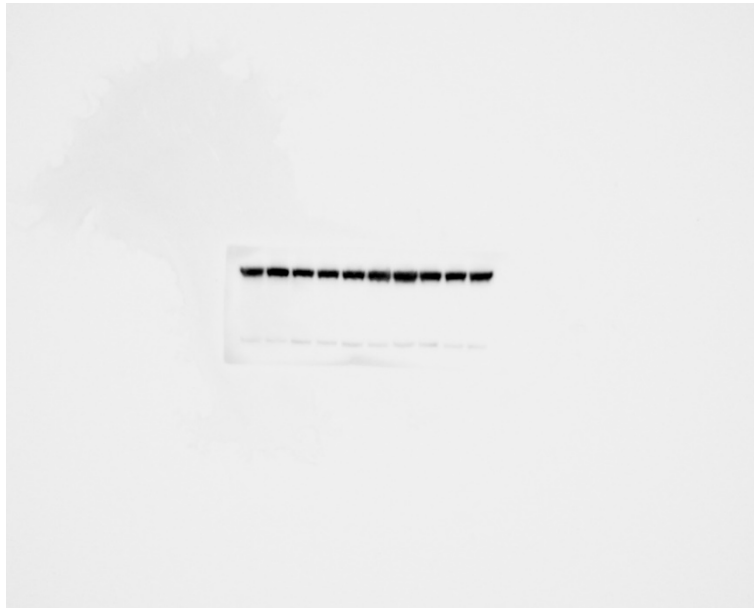

Blot16\_Fig2e\_ EZH2

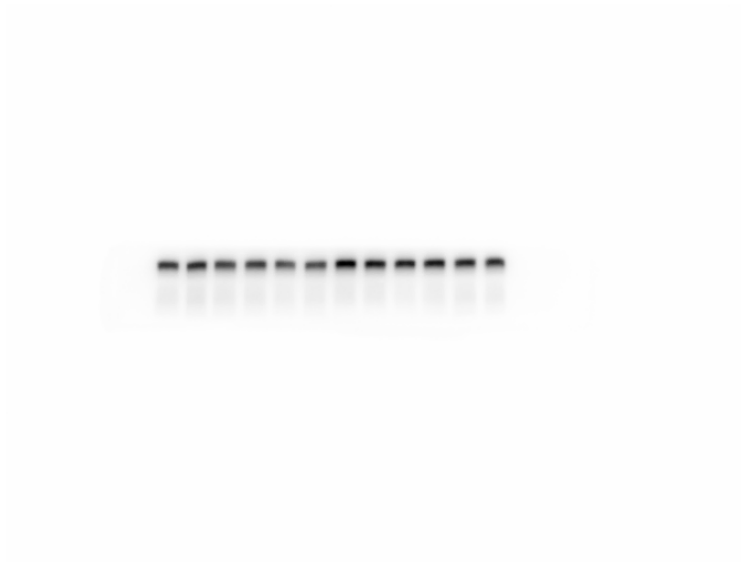

Blot17\_Fig2e\_H3K27me3

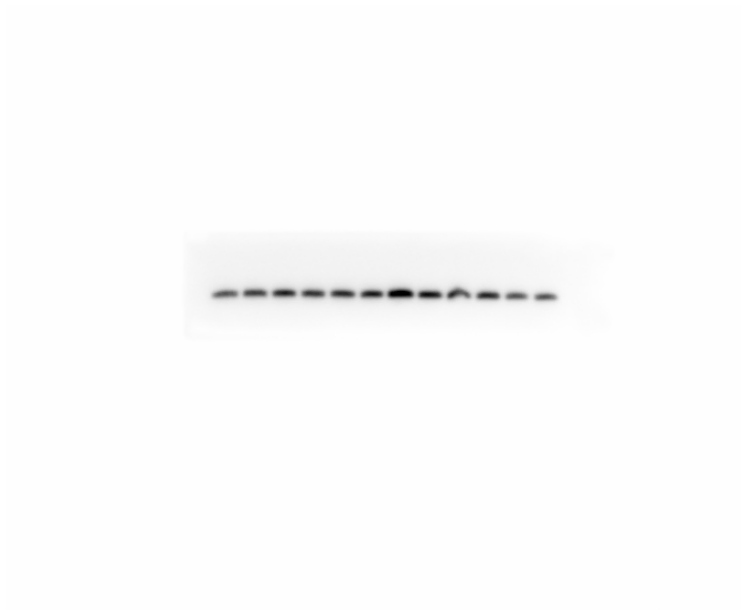

Blot18\_Fig2e\_γH2AX

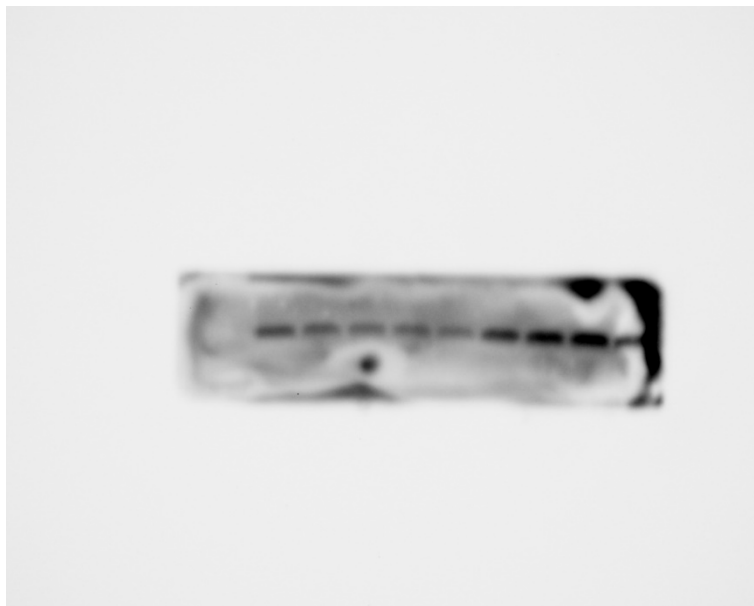

Blot19\_Fig2e\_Actin

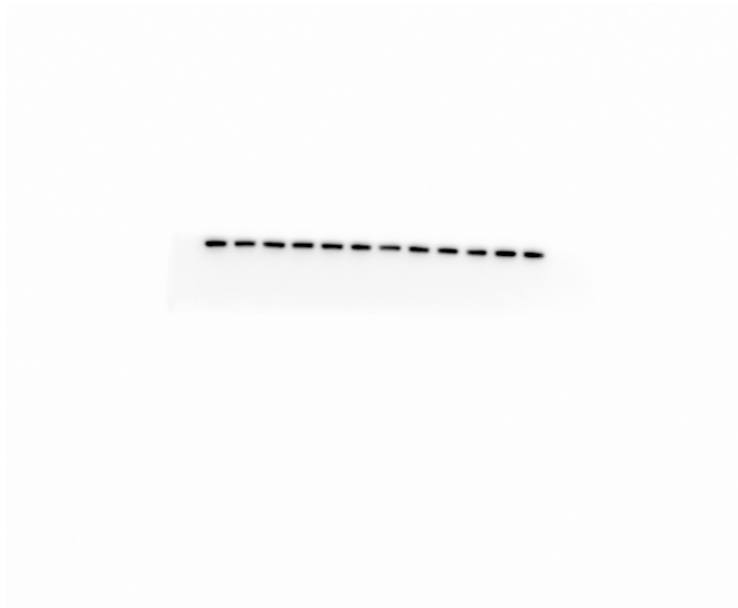

Blot20\_Fig2e\_H3

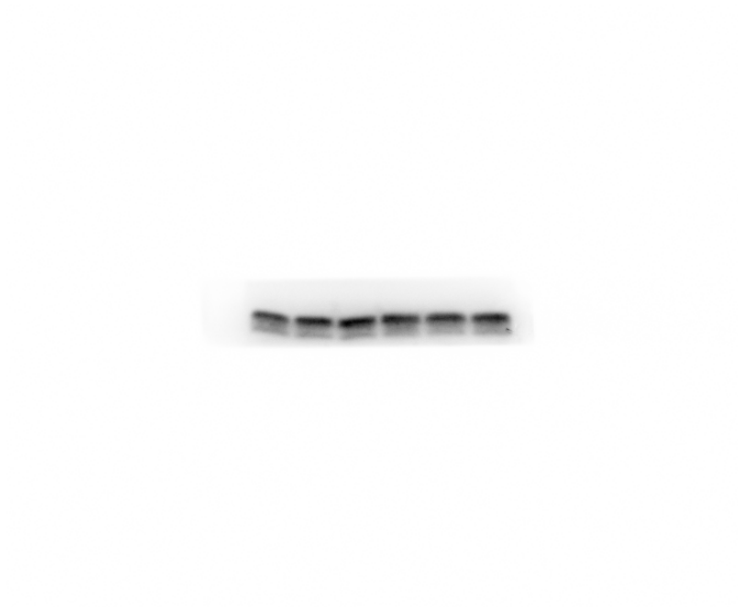

Blot21\_Fig2g\_ EZH2

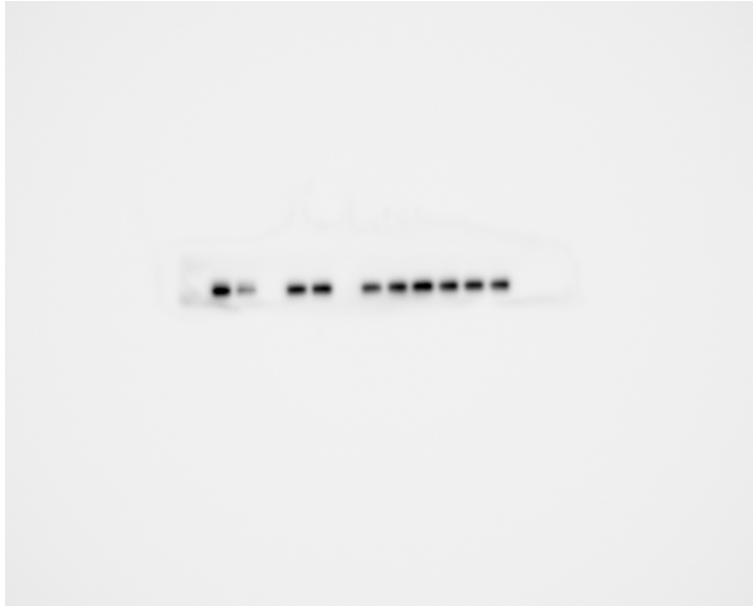

Blot22\_Fig2g\_ H3K27me3

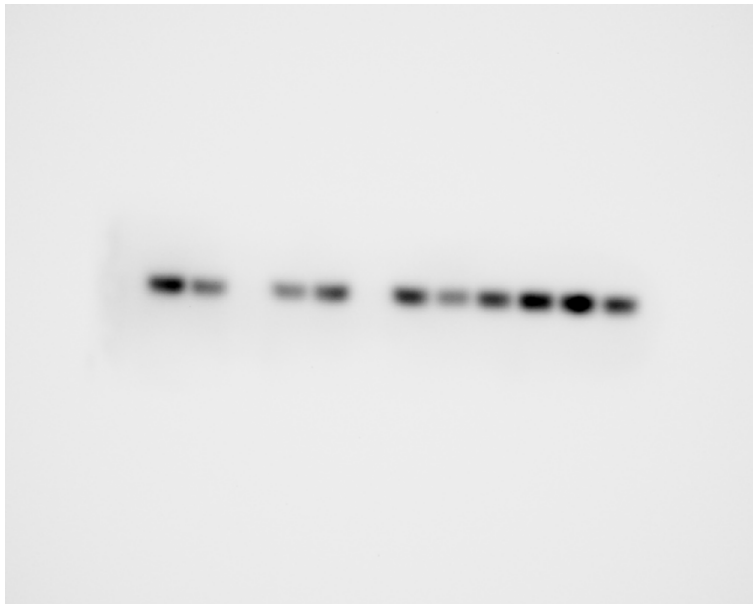

Blot23\_Fig2g\_γH2AX

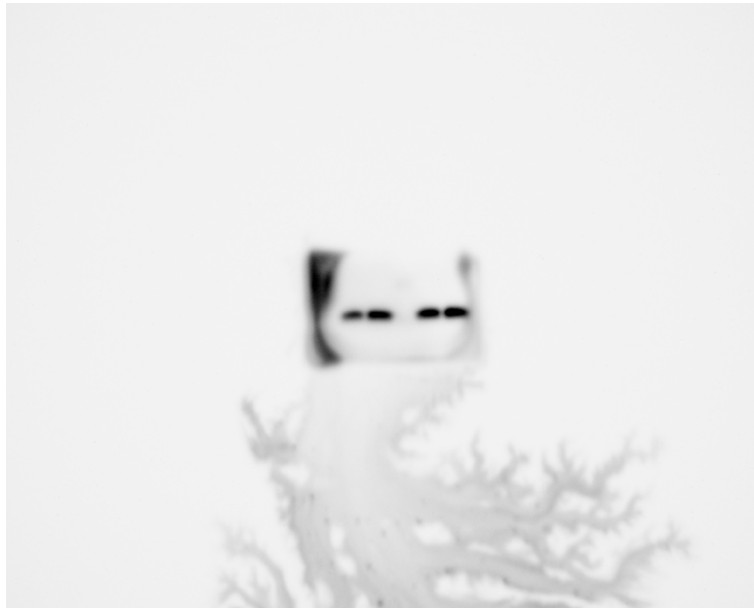

Blot24\_Fig2g\_Actin

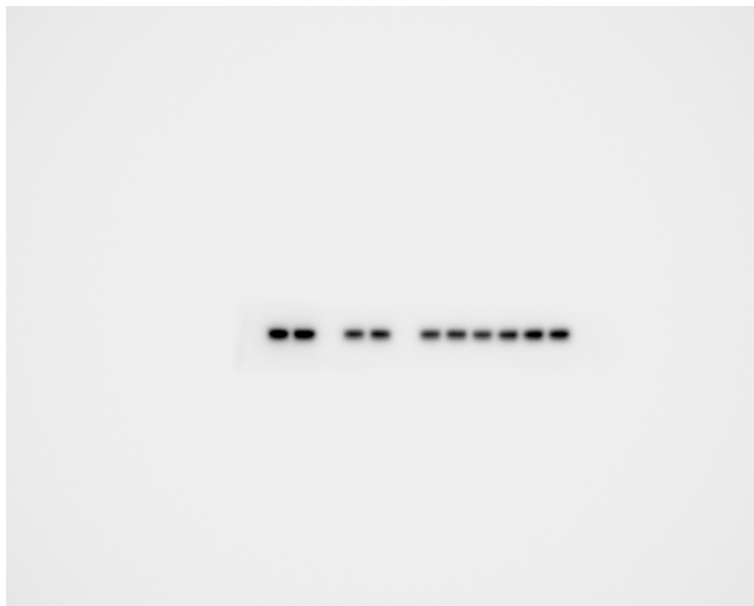

Blot25\_Fig2g\_H3

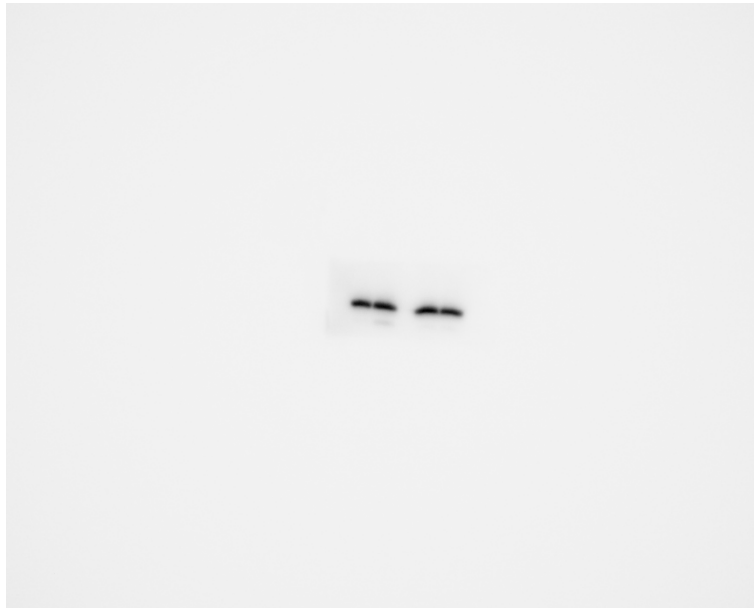

Blot26\_Fig5b\_cPARP

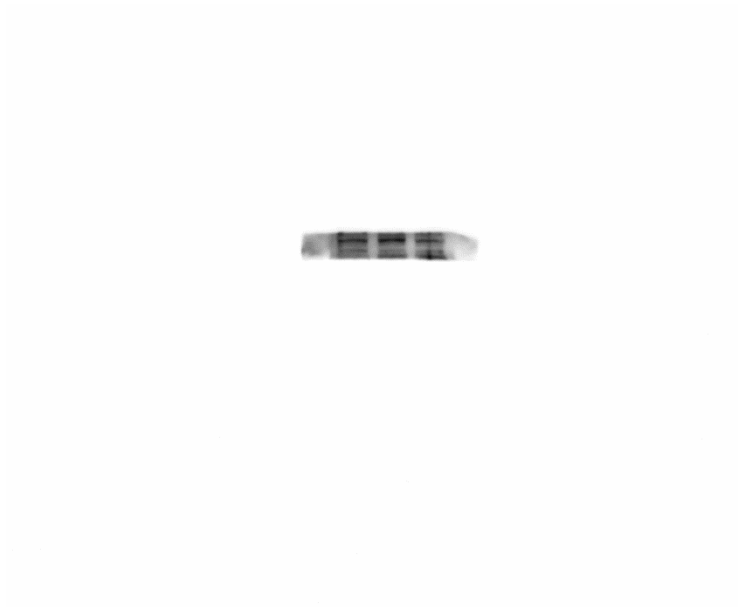

Blot27\_Fig5b\_PARP

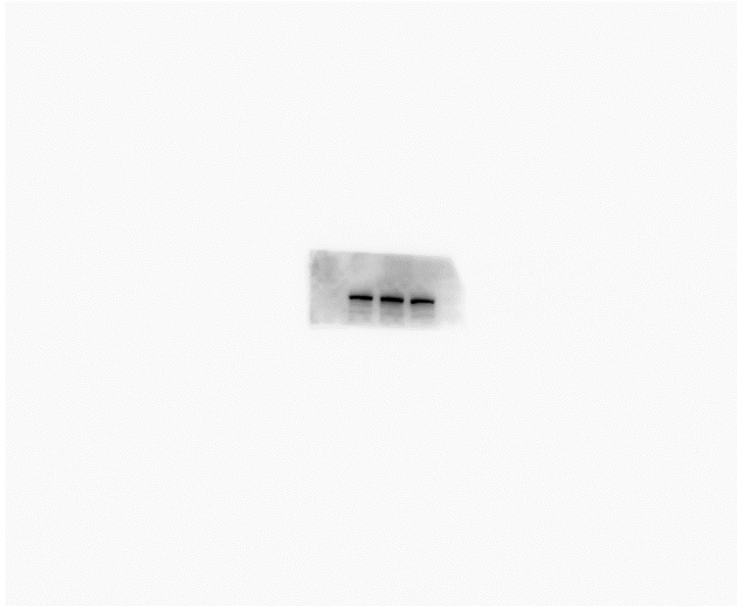

Blot28\_Fig5b\_γH2AX

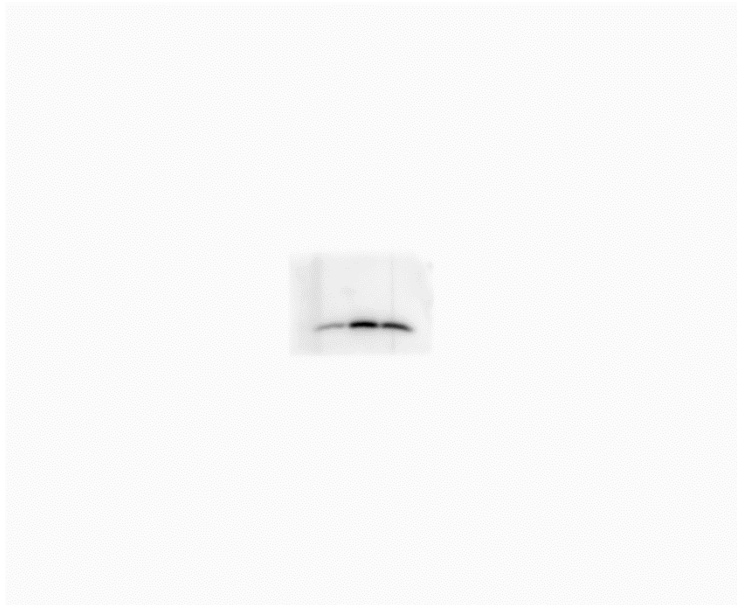

Blot29\_Fig5b\_H3K27me3

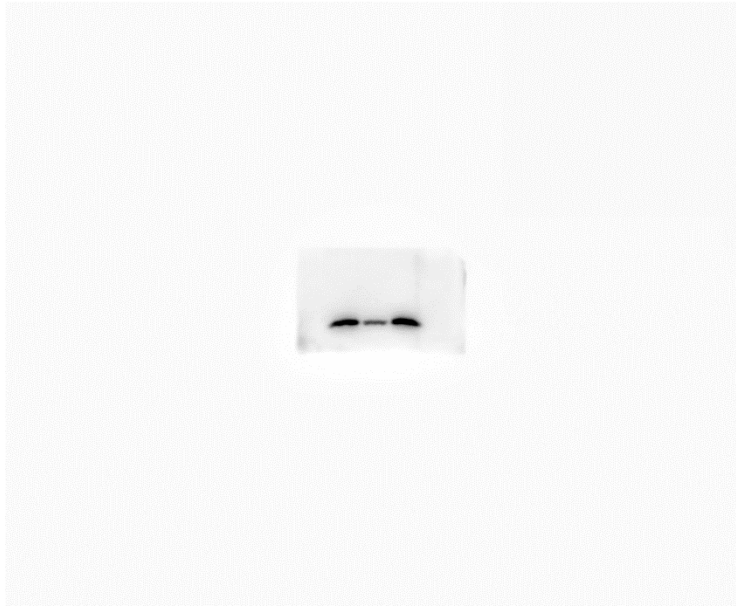

Blot30\_Fig5b\_Tubulin

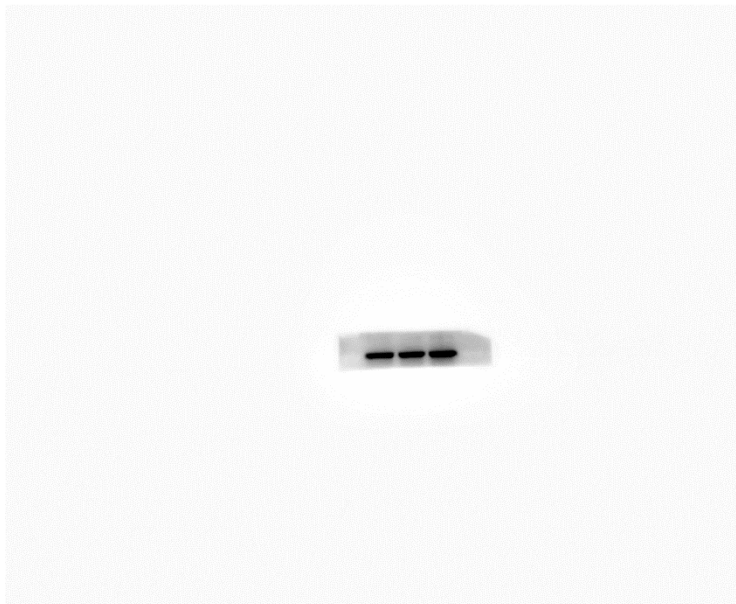

Blot31\_Fig5b\_Actin

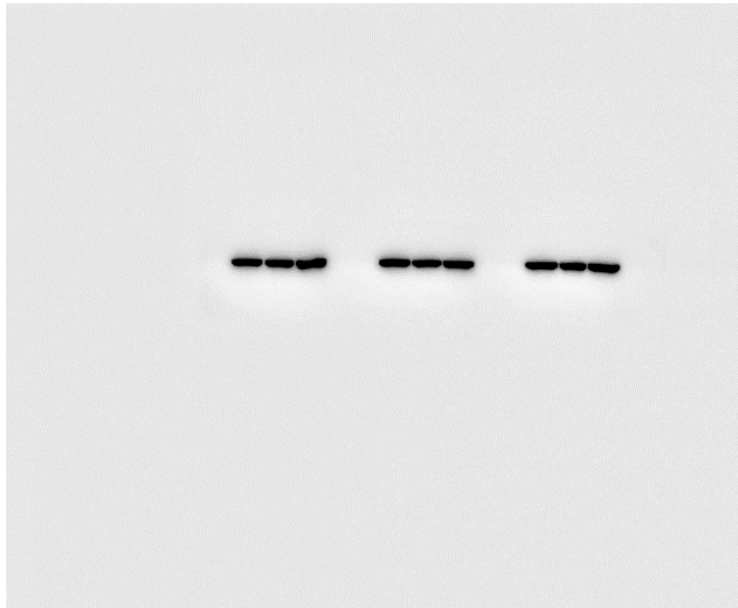

Blot32\_Fig5b\_H3

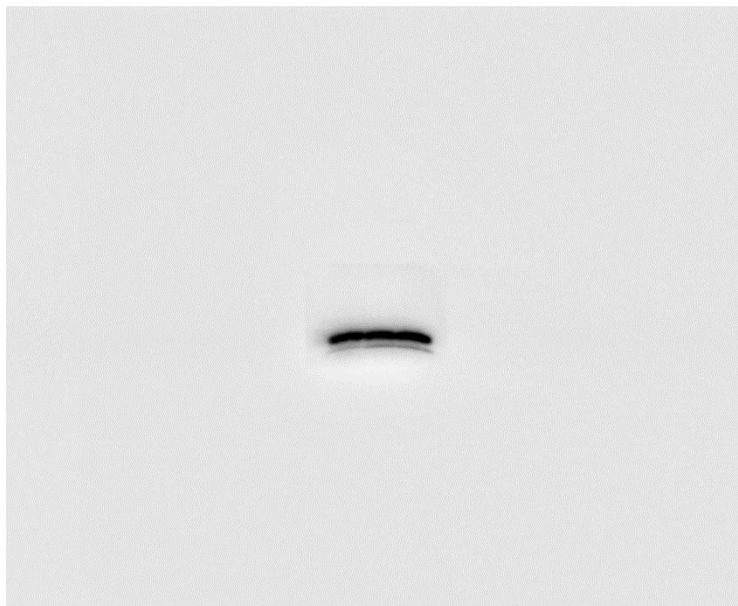

**Supplement:** Supplementary file 2 — Uncropped western blot

How the deposited data were processed for this re-analysis (not part of the article)

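RNA-seq was measured in 6 samples of mouse GCs, 3 from mice given PBS and 3 from mice given CTX, with 3 samples per group and the GCs of 3 mice in each. The samples were assigned to groups from their labels, and no batch or date is given there. Sequencing and bioinformatics were done at a company (Novogene), and the authors deposited FPKM values. The aligner, the counting tool, their versions and strandedness are not stated in the paper, its supplementary figures and tables or its uncropped blots. The reproducibility checklist that the paper lists was not read. The authors' FPKM values equal reads per kilobase, scaled to depth, after scaling by median-of-ratios factors, which was worked out from the values. The deposited table also holds the authors' mean signal of each group, which is the mean of reads divided by those factors. It equalled the mean of the rebuilt reads within 2.5e-08 of its value. The log2 fold change of CTX over PBS in the deposited table was calculated by the authors. The p-value and adjusted p-value in that table are also the authors' own, and the adjusted values equal the Benjamini-Hochberg method applied to the 15534 genes listed below 1. The other genes with a p-value are listed at 1. The tool of the authors' comparison is not named. No per-sample column was left unused.

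The coordinates were checked against GENCODE M21 on GRCm38, in which 54495 of the 54532 gene identifiers occur and 98.33% of those have the same start and end. FPKM values were compared as log2(FPKM + 0.1) with limma (version 3.58.1, lmFit and eBayes with trend) in R 4.3.3. Genes with a mean FPKM of at least 0.5 over the 6 samples were tested. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and p-values were adjusted over 15 lists. These p-values rest on that assumed correlation and, for the p53 and immediate-early lists and the Reactome apoptosis set, the lists tried with an estimated one, they were higher. The other lists were not tried with it. Transcription factors were compared with Fisher's exact test, and Reactome sets with 10 to 500 tested genes with one-sided Fisher's exact tests against the tested genes that belong to any set. Members of the sets were matched through Entrez identifiers, which paired 150 of the 157 members of the apoptosis set with a gene of the table. fgsea 1.28.0 ranked genes by the moderated t statistic. Tables were handled in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

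The number of rebuilt reads on genes was 16005869 to 17790353 per PBS sample (median 17637451) and 17727770 to 18455011 per CTX sample (median 17841704). A group with 3 or fewer reads in each sample was treated as being at the floor, and folds against it are lower bounds. Intervals and floors cover counting error only. Genes are named in the text if the paper names them, if they are among the 5 largest rises or the 5 largest falls among DEGs whose samples did not overlap, or if they belong to a gene list under discussion. Genes outside this rule are marked as chosen after their values were seen. The samples of both groups carry replicate numbers 1, 2 and 3 in the labels, but each holds GCs of different mice, so the number was not used as a block in the reported fit.

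The limma fit was tested on simulated data in which 200 of 14463 genes were changed. It called 183 of the 200 (91.5%) and 6 unchanged genes, and it called 1 gene when none was changed. limma's voom on simulated reads called 196 of the 200 and 0 unchanged genes. The simulated spread was that of the PBS samples, which is narrower than that of the CTX samples. The alternatives were pseudocounts of 1 and 0.01, no filter and a mean FPKM of at least 5, scaling by median-of-ratios, by the 75th percentile or by quantile normalization, a block on the replicate number, arrayWeights, each sample left out in turn, eBayes without trend, unadjusted p-values, no fold threshold, protein-coding genes only, and voom on the rebuilt reads. For the lists, they were an estimated inter-gene correlation, fgsea, and the list without the genes the paper names. These and the gene lists were set before the data were examined. Scaling to library totals, the transcription factor test without immediate-early genes, the Reactome background of all tested genes, the heat-shock and reference gene lists, and the fits of silent protein-coding genes without CTX replicate 1 or 3 were chosen after seeing the data. CUT&Tag, RT-qPCR, western blot and immunofluorescence data were not analysed here.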

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

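The tests of heat-shock genes, gene length and GC content were set before their results were seen, and those of immune genes, ovulatory genes and shared p53 targets were chosen after the result was seen. The heat-shock list itself was added after the data had been opened. Immediate-early genes are genes that many stimuli, cell handling included, raise within minutes. Outside *Egr4*, *Klf4*, *Btg2* and *Gadd45g*, which the paper discusses, 21 genes of such a list were tested, and their mean log2 fold change after CTX treatment was 1.71. All 21 were higher after CTX treatment, and in 19 every CTX sample lay above every PBS sample, where chance gives 5%. The paper does not discuss these genes as a group, and the PBS samples served as the control level. The real split was the only 1 of the 10 splits of the 6 samples with a mean as large for these 21 genes, and 10 splits cannot give a share under 0.1.

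Several technical explanations were weighed for the whole list of 25 tested genes, whose mean log2 fold change was 1.81. Heat stress during the isolation of cells would also raise heat-shock genes, and a list of 10 of them was higher after CTX treatment by 0.23 on the log2 scale, with 8 of 10 higher (limma's camera, adjusted p = 0.013). That shift was small beside the list's own. RNA of immune cells would raise immune genes, and these were higher by 0.58, with 8 of 9 higher (limma's camera, adjusted p = 0.011). The real split was also the only 1 of 10 with a shift as large for the heat-shock list and for the immune list. An ovulatory signal would raise luteinising and ovulatory genes, which instead had a mean log2 fold change of -1.33. Without genes that are also in the p53 list, the mean was 1.80. None of 10000 lists matched on mean FPKM and gene length, and none matched on mean FPKM and transcript GC, reached the list's median of 1.85. Both shares are 0.0001, the smallest that 10000 draws can give, and the highest median of a matched list was 0.29. Without CTX replicate 2 the immune list fell to 0.35, while the immediate-early list stayed at 1.82, so the rise did not follow the amount of immune cell RNA. The rise of immediate-early genes may be part of the response to CTX, and stress during isolation would have to have differed between the groups to cause it. No sample label gives such a difference, and these tests do not rule it out.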

How the results depend on the processing

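Left out one at a time, the 6 samples gave from 58 to 205 DEGs, from 57 to 142 upregulated genes, from 1 to 68 downregulated genes, from 66.8% to 98.5% upregulated and from 0 to 37 Reactome sets. The 0 came without PBS replicate 1 and without CTX replicate 1, where 90 and 94 sets had an unadjusted p-value below 0.05. For each of these results and those below, the cause was not tested.

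With arrayWeights there were 657 DEGs, 366 upregulated and 291 downregulated (55.7% upregulated), and 4 Reactome sets. limma reported that these weights had not converged, and they ranged from 0.163 for CTX replicate 2 to 16.6 for CTX replicate 3. With unadjusted p-values there were 420 DEGs, 242 upregulated and 178 downregulated (57.6%), and 26 Reactome sets. Without the fold threshold there were 254 DEGs, 202 upregulated and 52 downregulated, and 2 Reactome sets. At a mean FPKM of at least 5, 7 genes were downregulated, 92.5% of DEGs were upregulated and 26 Reactome sets passed. With protein-coding genes only, 15 genes were downregulated, 89.4% were upregulated and 1 Reactome set passed. The number of Reactome sets, 9 in the reported fit, was also 18 with pseudocount 1, 14 with quantile normalization, 1 with no filter, 1 with voom on rebuilt reads and 27 with the background of all tested genes, which was chosen after seeing the data. Without the trend it was 0, and 99 sets had an unadjusted p-value below 0.05.

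With the replicate block there were 50 DEGs, 48 upregulated and 2 downregulated (96.0%), and 1 Reactome set. Samples with the same number hold different mice. Their deviations from the group means had a mean correlation across genes of 0.029, against -0.015 for samples with different numbers. The second value is tied to the first, since deviations within a group cancel. Across all genes, the number therefore paired the samples weakly at most. A list of 10 oocyte genes went the other way, with an unadjusted camera p of 5.6e-05 with the block and 0.078 without it. A batch shared by samples of one number is not ruled out.

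The transcription factor odds ratio stayed above 1 with Fisher's exact p-values of at most 0.025 under every alternative run, from 1.80 to 7.37. The mean log2 fold change of the p53 list ranged from 1.17 to 1.55 and that of the immediate-early list from 1.68 to 1.96 over the alternatives. The highest camera p-values, 6.6e-03 and 0.011, came with the correlation estimated from the samples. The Reactome apoptosis set ranged from 0.04 to 0.14, with camera p-values from 0.059 to 0.928. With fgsea preranked it passed, with a normalized enrichment score of 1.65 (unadjusted p = 1.4e-03, from permuting genes and not samples). Scaling by median-of-ratios could not move any result, since the deposited values already carry it.

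Among genes named in the text, *Cyp11a1* had a log2 fold change of 0.10 without CTX replicate 2 and -2.72 without CTX replicate 1, against -1.68 with all samples. *Star* had 0.68 without CTX replicate 2, 0.26 with arrayWeights and -1.58 without CTX replicate 1, against -0.70. In the other fits of 33 named genes, 34 results were weaker and 12 were stronger. The weaker ones belonged to *Egr4*, *Svop*, *Sult1e1* and the 4 short RNA genes, with 25 in fits that left out a sample and 7 under the block. Of the 17 named genes called in the reported fit, 10 were called in every fit that tested them, among them *Cdkn1a*, *Eda2r*, *Ccng1*, *Gadd45g*, *Klf4* and *Btg2*. Depth limits *Alox5*, with 0, 1 and 1 reads after PBS, and *Fas*, with 8, 8 and 1, as well as the 9 downregulated DEGs with at most 10 reads in every sample. The filter on mean FPKM left *Alox5* out of the reported fit. With no filter it was called, with a log2 fold change of 3.04 (adjusted p = 0.017 from limma with Benjamini-Hochberg adjustment).

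The real grouping was compared with the other splits of the 6 samples into 3 and 3. It was the only 1 of 10 splits with as many DEGs, as many upregulated or downregulated genes, or as large a mean for the p53 list, the Reactome apoptosis set or the immediate-early list. The other 9 splits gave 0 or 1 DEGs, and 130 to 652 genes with an unadjusted p-value below 0.05, against 2840. With so few DEGs, these splits gave 0 Reactome sets and no odds ratio for transcription factors, so that the real split again counts as 1 of 10 for these results shows nothing beyond the DEG count. The percentage upregulated exists for 2 of the 10 splits, the real one and one with a single DEG. The real split parts all 3 same-numbered pairs, as do 3 of the other splits, and the rest part 1. With 10 splits, no share can fall under 0.1.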

Differences from the paper's values

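The paper reports 590 DEGs, and 139 were found here. Of the alternatives set before the data were examined, arrayWeights (657) and unadjusted p-values (420) came within 1.5 times of the paper's value, and the other 18 did not. The paper reports 406 upregulated genes, against 116 here. With arrayWeights there were 366, and the other 19 alternatives set before the data were examined did not close the gap. The paper reports 184 downregulated genes, against 23 here. With unadjusted p-values there were 178, and the other 19 did not close it, arrayWeights included, with 291. The paper's share of downregulated genes is 31.19%, against 16.5% here. It was 44.3% with arrayWeights, 42.4% with unadjusted p-values, 33.2% without CTX replicate 1 and 28.6% without CTX replicate 2, all within 1.5 times of the paper's, and the other 16 alternatives did not close the gap.

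The authors' deposited table has 311 genes past the stated threshold. After the values were seen, 24 criteria were tried on the p-values and fold changes of the authors' deposited table. The nearest was an unadjusted p below 0.05 and more than 2-fold among genes with an adjusted p below 1. It gave 583 genes, 408 higher and 175 lower. The next used the same unadjusted p and fold among protein-coding genes, and gave 580, 439 higher and 141 lower. Both use unadjusted p-values, where the Methods state corrected ones. None of the 24 gave the paper's 590.

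Fold changes at 6 h were read by eye from the paper's RT-qPCR in Fig. 3E, and the values here are from RNA-seq. *Cdkn1a* rose 6.28-fold here against the paper's value of about 2.8 in Fig. 3E, read by eye. None of the 15 alternatives set before the data were examined closed the gap. *Eda2r* rose 9.08-fold against the paper's about 4.6 in Fig. 3E, read by eye. Pseudocount 1, with 5.86, closed the gap and the other 14 did not. *Gadd45g* rose 2.69-fold against the paper's about 0.85 in Fig. 3E, read by eye, and none of the 15 closed the gap. *Klf4* rose 9.27-fold against the paper's about 1.6 in Fig. 3E, read by eye, and none of the 15 closed it. *Btg2* rose 4.33-fold against the paper's about 1.1 in Fig. 3E, read by eye, and none of the 15 closed it. *Egr4* rose 6.46-fold against the paper's about 0.92 in Fig. 3E, read by eye. Pseudocount 1, with 3.14, counted as closing the gap, and the other 13 of the 14 alternatives that tested it did not. The rule used counts a value within the SD of the CTX samples as no difference. The 3.14 is still a rise, and the paper's 0.92 is none. A pseudocount of 1 shrinks the fold of low genes, here with PBS means of 1.26 FPKM for *Eda2r* and 0.474 FPKM for *Egr4*. It therefore explains neither difference. *Alox5* was at least 19.5-fold higher here against the paper's about 0.93 in Fig. 3E, read by eye, and no alternative was run for this bound.

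The paper lists *Fas* among the upregulated genes. Here its log2 fold change was 2.42 with an adjusted p of 0.072 from limma with Benjamini-Hochberg adjustment. Quantile normalization (0.017) and arrayWeights (1.7e-03) called it, and with pseudocount 1 its adjusted p was 0.032 but its log2 fold change 0.95. Over its alternatives the adjusted p ranged from 1.7e-03 to 0.205. The paper relates upregulated genes to apoptosis through GO and GSEA. Here the Reactome apoptosis set did not pass in Fisher's exact test (adjusted p = 0.308) or in limma's camera (adjusted p = 0.277). It passed with fgsea (normalized enrichment score 1.65, permutation p = 1.4e-03). The fgsea p-value is unadjusted and comes from permuting genes, not samples. With the correlation estimated from the samples, limma's camera gave the set an unadjusted p of 0.649.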

Other observations

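The tests of gene length and GC content in CTX replicate 2, of *Actb*, of primers, of silent genes and of Hox genes were set before their results were seen, and the other tests of explanations below were chosen after. The gene lists used below were also set before. CTX replicate 2 stood apart from the other CTX samples. It differed by more than 2-fold from the mean of the other CTX samples in 1443 genes, against 1174 for CTX replicate 1 and 617 for CTX replicate 3, and against 418 to 441 for the PBS samples. Its depth of 17841704 reads lay within the range of the other samples. Across genes, which are not independent replicates, its difference from the other CTX samples had a Spearman's rho of 0.034 with gene length and -0.1 with transcript GC. All 9 genes of the paper's RT-qPCR panel, *Alox5* included, lay above every PBS sample in it, which goes against a control sample with a CTX label. Luteinising and ovulatory genes were lowest in it in 10 of 13 cases, and the median log2 difference of theca and stroma genes from the other CTX samples was -1.24. Against PBS, theca and stroma genes had a mean log2 fold change of 0.17 with all samples and 0.64 without CTX replicate 2. Part of the -1.24 is therefore a higher level in the other CTX samples. Other lists differed as well. Cell-cycle genes were lowest in it in 15 of 15 cases (median -0.59) and endothelial genes in 3 of 3 (-1.05), the median of erythroid genes was -1.56, and immune genes were highest in it in 7 of 9 cases (0.81). GCs of less advanced follicles or fewer theca and stroma cells are candidate explanations, but neither was set apart from the other or from a broader change in cell composition.

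*Cyp11a1* had 1224 reads in CTX replicate 2 against 63331 and 41813 in the other CTX samples, and *Star* had 126 against 3105 and 1783. Luteinising and ovulatory genes had a mean log2 fold change of -1.33 after CTX treatment, with 12 of 13 lower (limma's camera, adjusted p = 3.0e-03 over 15 lists), and of -0.49 without CTX replicate 2. A mean as large was found in 2 of the 10 splits of the samples. All 15 cell-cycle genes of a list were lower, with a mean of -0.43 (limma's camera, adjusted p = 7.8e-06), and the mean was -0.24 without CTX replicate 2. Without that sample, both lists still had an unadjusted camera p-value below 0.05. For the cell-cycle list, the real split was the only 1 of 10 with a mean as large. *Ezh2* mRNA had a log2 fold change of 0.11 (adjusted p = 0.471 from limma with Benjamini-Hochberg adjustment), and over the alternatives its adjusted p ranged from 0.027 to 0.780. *Suz12*, *Eed*, *Ezh1*, *Kdm6a* and *Kdm6b* changed by 0.14, 0.33, 0.20, 0.30 and 0.17 on the log2 scale, and none was a DEG. As a list with *Ezh2*, all 6 were higher, with a mean of 0.21 (limma's camera, adjusted p = 0.011 over 15 lists), and the mean was also 0.21 without CTX replicate 2.

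RNA-seq and the paper's RT-qPCR at 6 h gave different folds for several genes. A rise of the reference gene *Actb* with CTX treatment would lower RT-qPCR folds, and its log2 fold change here was 0.21. Primers without a match would also lower them, and 8 of the 8 primers of *Gadd45g*, *Alox5*, *Egr4* and *Btg2* have an exact match in a transcript of their gene. The primers of *Cdkn1a*, *Eda2r* and *Klf4*, whose folds also differed, were not part of this test. They have exact matches too, that of the *Klf4* forward primer in 2 of the 3 *Klf4* transcripts. Neither test explains the difference for the genes it covered.

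A loss of H3K27me3 could switch on genes that are silent after PBS. From a mean FPKM under 0.1 after PBS to 0.5 or more after CTX went 66 genes, and 62 went the opposite way (exact binomial test, p = 0.791). Short RNA genes pass 0.5 FPKM with very few reads. *Mir7049*, which was switched off, had 2, 2 and 3 reads after PBS, a mean of 2.26 FPKM. Counts over all genes therefore include read noise, and their balance cannot argue against a switch in longer genes. Without CTX replicate 2 the numbers were 76 and 87 (exact binomial test, p = 0.434). With 0.5 FPKM or more required in every sample of the expressed group, 5 genes were switched on and 13 off (exact binomial test, p = 0.096). For the 66 and 62 genes, in 9 of the 10 splits of the samples the imbalance was as large. Of 26 silent Hox genes, 0 reached 0.5 FPKM (Fisher's exact test, p = 1.000), and the highest CTX mean among them was 0.18. Only 66 of 35279 other silent genes did, so a count of 0 among so few genes says little about Hox genes. Among protein-coding genes, a set chosen after the first result was seen, 25 were switched on and 3 off (exact binomial test, p = 2.7e-05). Without CTX replicate 2 there were 27 and 3 (exact binomial test, p = 8.4e-06). Of the 25 genes switched on, 17 were highest in CTX replicate 3, and without that sample there were 14 and 4 (exact binomial test, p = 0.031). Without CTX replicate 1 there were 29 and 7 (exact binomial test, p = 3.1e-04). These last fits were added after the values were seen, and the excess leans on CTX replicate 3. The real split was the only 1 of 10 with as large an imbalance. The binomial test treats genes as independent, which they are not. Only *Ano3*, *Svop* and *Alox5* of the protein-coding genes were at 0.5 FPKM or more in every CTX sample, and *Ano3* was chosen after its values were seen. No H3K27me3 level was analysed here, so a switch through H3K27me3 remains a hypothesis.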
